# Cardiac disruption of SDHAF4-mediated mitochondrial complex II assembly promotes dilated cardiomyopathy

**DOI:** 10.1038/s41467-022-31548-1

**Published:** 2022-07-08

**Authors:** Xueqiang Wang, Xing Zhang, Ke Cao, Mengqi Zeng, Xuyang Fu, Adi Zheng, Feng Zhang, Feng Gao, Xuan Zou, Hao Li, Min Li, Weiqiang Lv, Jie Xu, Jiangang Long, Weijin Zang, Jinghai Chen, Feng Gao, Jian Ding, Jiankang Liu, Zhihui Feng

**Keywords:** Heart failure, Metabolism

## Abstract

Succinate dehydrogenase, which is known as mitochondrial complex II, has proven to be a fascinating machinery, attracting renewed and increased interest in its involvement in human diseases. Herein, we find that succinate dehydrogenase assembly factor 4 (SDHAF4) is downregulated in cardiac muscle in response to pathological stresses and in diseased hearts from human patients. Cardiac loss of *Sdhaf4* suppresses complex II assembly and results in subunit degradation and complex II deficiency in fetal mice. These defects are exacerbated in young adults with globally impaired metabolic capacity and activation of dynamin-related protein 1, which induces excess mitochondrial fission and mitophagy, thereby causing progressive dilated cardiomyopathy and lethal heart failure in animals. Targeting mitochondria via supplementation with fumarate or inhibiting mitochondrial fission improves mitochondrial dynamics, partially restores cardiac function and prolongs the lifespan of mutant mice. Moreover, the addition of fumarate is found to dramatically improve cardiac function in myocardial infarction mice. These findings reveal a vital role for complex II assembly in the development of dilated cardiomyopathy and provide additional insights into therapeutic interventions for heart diseases.

## Abstract (web summary)

Functional succinate dehydrogenase (SDH) complex is vital to mitochondrial homeostasis. Here the authors show that disruption of SDH assembly in the heart causes dilated cardiomyopathy via impairing the mitochondrial integrity and metabolism and that mitochondrial interventions can be an effective approach to ameliorate the disease progression.

## Introduction

Dilated cardiomyopathy (DCM) is characterized by left ventricle dilation and cardiac dysfunction, and can lead to substantial morbidity and mortality due to complications such as heart failure^1,2^. Primary DCM is considered idiopathic in the majority of cases, and the disease can also be caused by multiple cardiac insults, including myocardial ischemia and toxic, metabolic, and immunologic stresses. Extraordinary effort has been devoted to studying the mechanisms of DCM by identifying pathogenic genetic variants and nongenetic factors^3^. However, the molecular etiology and detailed mechanism remain relatively unclear^4^.

Mitochondrial dysfunction and metabolic defects are associated with a series of cardiac diseases, including hypertrophic cardiomyopathy (HCM), DCM, arrhythmias, noncompaction of the ventricular myocardium, and heart failure^5–7^. Succinate dehydrogenase (SDH), which is the enzyme complex (referred to as mitochondrial respiratory complex II), represents a branch point and links the tricarboxylic acid cycle (TCA cycle, or Krebs cycle) with the electron transport chain, therefore occupying a very unique place in mitochondrial metabolism^8^. Recent studies have described the vital role of complex II signaling in modulating reactive oxygen species (ROS) production in various diseases and aging^9^. In the heart, decreased complex II activity was also observed in individuals with diabetic cardiomyopathy and hypertrophic cardiomyopathy.

A G555E mutation in the *SDHA* gene has been reported to cause DCM^10^, thereby indicating that the normal function of complex II is required to maintain cardiac homeostasis. Intriguingly, in injured hearts and driven by accumulated succinate, the SDH complex may also mediate excess ROS production by reversing electron transport from complex II to complex I. The resulting oxidative damage drastically exacerbates cardiac remodeling^11,12^. Although the intricate involvement of complex II in the development of cardiomyopathy has been proposed in previous studies, the pathophysiological relevance remains poorly understood.

Complex II is comprised of four subunits: succinate dehydrogenase complex flavoprotein subunit A, B, C, and D (SDHA, SDHB, SDHC, and SDHD)^13^. Recent studies have revealed that the function of complex II relies on proper assembly of the SDH subunits mediated by the identified SDH assembly factors (SDHAFs)^14–16^. SDHAF4 is an assembly factor recently discovered in yeast^16^; however, the understanding of its pathological and physiological roles in mammals is largely insufficient. Herein, we report that SDHAF4 is substantially deregulated in response to cardiac stresses. Cardiac deletion of *Sdhaf4* gene in mice suppressed complex II assembly and led to metabolic deficiency and activation of dynamin-related protein 1(Drp1), and induced excessive mitophagy in cardiac muscle, resulting in DCM and postnatal lethality. We also showed that targeting mitochondria through supplementation with fumarate, which was depleted due to insufficient succinate dehydrogenase activity, or Mdivi-1, an inhibitor of Drp1, substantially improved mitochondrial dynamics and cardiac function and prolonged the lifespan of DCM mice. This study reveals the vital role for mitochondrial complex II in cardiac pathogenesis and, more importantly, suggests potential therapeutic interventions for cardiac disorders.

## Results

### SDHAF4 is dysregulated in response to cardiac insult and in diseased hearts of human patients

The heart is one of the organs with a high mitochondrial content, and cardiac muscle performance substantially relies on mitochondrial homeostasis. We speculate that SDHAFs may participate in regulating heart function. Four SDH assembly factors (SDHAF1-4) have been identified in mammals^17^. We assessed the expression of these SDHAFs in a myocardial infarction (MI) mouse model to obtain insights into their potential roles in cardiac remodeling and pathogenesis (Supplementary Fig. 1a). The expression of SDHAF 1, 2, 3, and 4 was monitored in mouse hearts (border regions) at 3, 14, and 28 days (MI_3d, MI_14d, and MI_28d), after MI surgery. The mRNA levels of *Sdhaf1*, *3* and *4* were altered in MI samples, while only the decrease in *Sdhaf4* expression was statistically significant (Fig. 1a). We further examined the protein abundance of these SDH assembly factors using western blotting (Fig. 1b, c), immunohistochemistry (IHC, Supplementary Fig. 1b–e), and immunofluorescence (IF, Fig. 1d) staining. SDHAF4 was consistently downregulated in MI samples as demonstrated in all these assays. SDHAF4 was recently identified as a SDHAF in yeast^16^, and immunofluorescence staining and microscopy confirmed the primary mitochondrial localization of SDHAF4 in mammalian cells (Fig. 1e). SDHAF4 was suggested to facilitate the assembly of SDHA with SDHB in yeast^16^. Notably, the interaction between SDHA and SDHB was decreased after MI surgery, suggesting a contributing role of downregulated SDHAF4 in MI mice (Fig. 1f, g). Meanwhile, we surveyed publicly available datasets of clinical samples (GSE135055)^18^. Remarkably, decreased expression of *SDHAF4* in the heart appears to be closely associated with human cardiac disorders, including DCM (dilated cardiomyopathy) and MCD (microvascular coronary disease) (Fig. 1h). Together, these results indicate that SDHAF4 expression is very sensitive to cardiac insults. We speculate that SDHAF4 may be a unique factor of complex II that participates in regulating cardiac homeostasis. The study of SDHAF4 may provide an entry point for further assessments of the involvement of SDH in cardiac remodeling and pathogenesis.

**Fig. 1:**
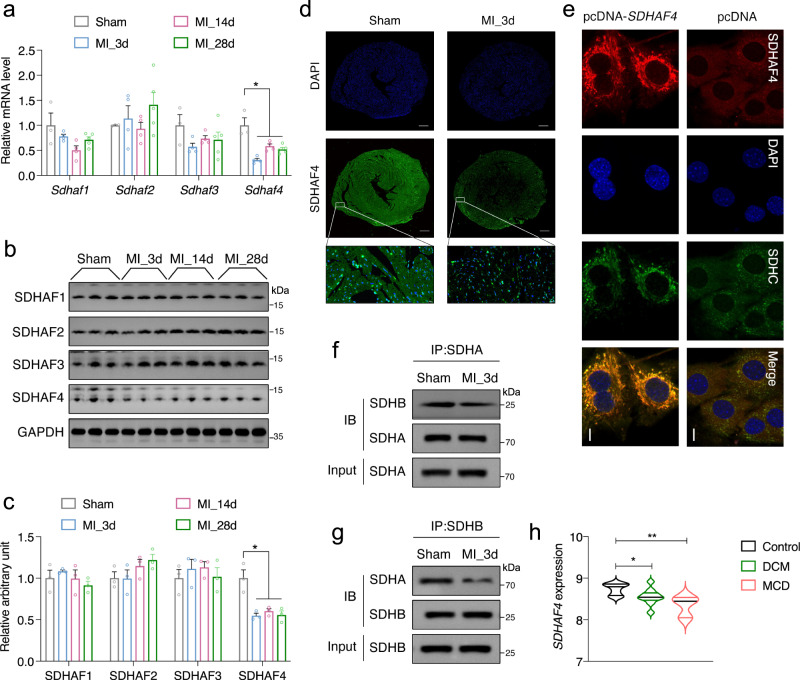
Downregulated SDHAF4 expression in myocardial infarction (MI) mice. **a** Cardiac mRNA levels of *Sdhaf1*, *Sdhaf2*, *Sdhaf3*, and *Sdhaf4* in MI mice (Sham, *n* = 3; MI_3d, *n* = 4; MI_14d, *n* = 4; MI_28d, *n* = 5, *P* = 0.013). **b**, **c** Immunoblots for SDHAF1/2/3/4 expressions in left ventricles of MI mice at different stages (**b**, representative blotting images; **c** summary analysis of arbitrary unit), *n* = 3, *p* = 0.015. **d** Immunostaining of SDHAF4 in mouse cardiac section at day 3 after MI, scale bar, 2 mm (*n*  =  3 biologically independent mice per group). **e** Immunostaining of SDHAF4 and SDHC for mitochondrial localization assessment, scale bar, 10 μm (*n*  =  3 independent repeats per group). **f** Coimmunoprecipitation of SDHB with SDHA from the lysates of left ventricles in control and MI mice at day 3 after the surgery (*n*  =  3 biologically independent mice per group). **g** Coimmunoprecipitation of SDHA with SDHB from the lysates of left ventricles in control and MI mice at day 3 after the surgery (*n*  =  3 biologically independent mice per group). **h** Relative *SDHAF4* expression in the heart tissues of healthy, DCM and MCD patients from published database GSE135055, *n* = 9 for healthy control, *n* = 10 for DCM subjects, *n* = 3 for MCD subjects, *P* = 0.028, 0.0057. Imaging data was collected by ZEN 2012 Blue edition (ZEISS, Jena, Germany). Values are mean ± SEM, *P < 0.05, **P < 0.01. Statistical significance was determined one-way ANOVA with Tukey’s multiple comparison test (**a**, **c**), and by two-tailed Student’s *t*-test (**h**). Source da*t*a are provided in Source Data file. DCM dilated cardiomyopathy, MCD microvascular coronary disease.

### Cardiac loss of SDHAF4 results in heart defects and reduced postnatal viability

We directly examined the role of SDHAF4 in the heart by producing a floxed allele of *Sdhaf4* (*Sdhaf4*^fl^) and subsequently generating mice in which the *Ckmm*-Cre transgene (expressing Cre recombinase driven by the muscle creatine kinase promoter) mediated the inactivation of *Sdhaf4* in both cardiac and skeletal muscles (Supplementary Fig. 2a). The homozygous *Sdhaf4* mutant mice (*Sdhaf4*^fl/fl,*Ckmm*-Cre^; or *Sdhaf4*^*Ckmm*^) had similar body weights to their wild-type (*Sdhaf4-*wild type, abbreviated hereafter as WT) littermates during the first 6 weeks after birth (Supplementary Fig. 2b). At an older age, *Sdhaf4*^*Ckmm*^ mice started to show lower body weights than those of the controls. However, the observed reduced bodyweight at this age appears not to be the primary phenotype and is unlikely due to loss of *Sdhaf4* in skeletal muscle per se, as the ratio of tibialis anterior (TA) muscle weight to bodyweight (BW) in mutants was comparable to that of WT littermates (Supplementary Fig. 2c).

*Sdhaf4*^*Ckmm*^ exhibited significantly reduced viability, and none of the mutant mice survived beyond 12 weeks (Fig. 2a). Notably, the hearts of *Sdhaf4*^*Ckmm*^ mice were substantially enlarged (Supplementary Fig. 2d), which suggests that these mutant mice have cardiac defects. We recorded surface electrocardiograms (ECGs) of these animals but did not detect significant abnormalities in the ECG parameters (Supplementary Fig. 2e). We also used echocardiography to measure cardiac function of *Sdhaf4*^*Ckmm*^ and control mice. The heart rates of mutant animals were comparable to those of WT controls during the measurement (Supplementary Fig. 2f). However, a significant decrease in left ventricular fractional shortening (FS%) and deregulated cardiac contraction were detected in the mutants, indicating that the loss of *Sdhaf4* impairs heart function (Fig. 2c–f).

**Fig. 2:**
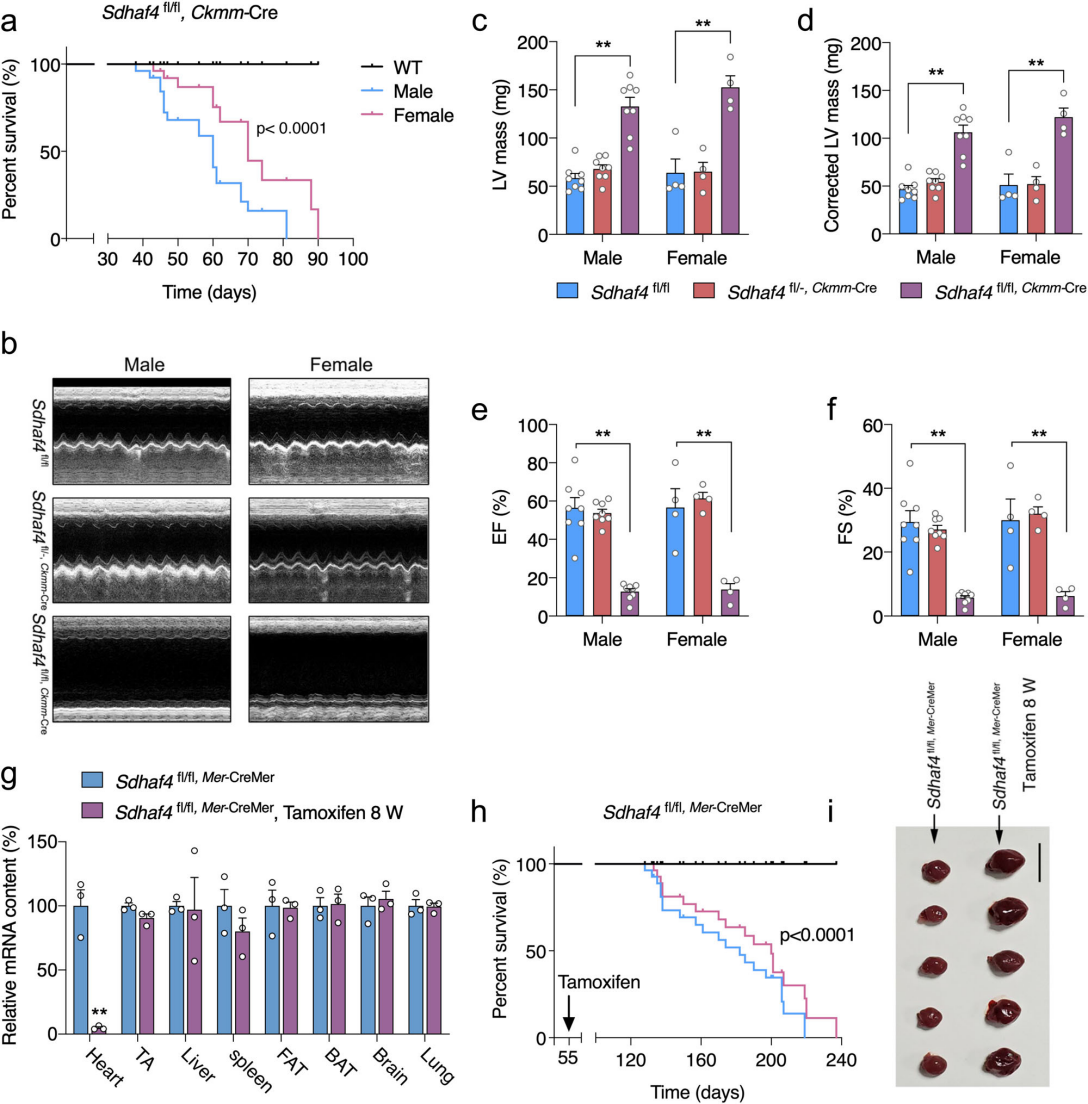
Cardiac loss of SDHAF4 shortens mouse lifespan due to cardiac failure. **a** Postnatal survival curve for WT (*Sdhaf4*^fl/fl^, *n* = 15) and *Sdhaf4*^fl/fl, *Ckmm*-Cre^ mice (male, *n* = 20; female, *n* = 11). **b**–**f** Heart function measurements of WT, heterozygous (*Sdhaf4*^fl/-, *Ckmm*-Cre^), and homozygous (*Sdhaf4*^fl/fl, *Ckmm*-Cre^) mutant mice: representative M-mode echocardiography (**b**), left ventricular mass (LV mass, **c**, *P* < 0.0001), corrected LV mass (**d**, *P* < 0.0001), percentage of ejection fraction (EF, **e**, *P* < 0.0001), percentage of fractional shortening (FS, **f**, *P* < 0.0001), *n* = 8 for male, *n* = 4 for female. **g** mRNA levels of *Sdhaf4* in tissues of WT (*Sdhaf4*^fl/fl, *Mer*-CreMer^, *n* = 3, *P* < 0.0001) and mutant mice (*Sdhaf4*^fl/fl, *Mer*-CreMer^ after tamoxifen treatment for 8 weeks, *n* = 3). **h** Postnatal survival curve for WT (*n* = 15) and cardiac *Sdhaf*4 mutant mice (male, *n* = 21; female, *n* = 18). **i** Heart images of WT and cardiac KO mice, scale bar, 1 cm. Values are mean ± SEM, *P < 0.05, **P < 0.01. Log-rank Mantel-Cox testing was performed for survival analysis (**a**, **h**), other statistical significance was determined by two-tailed Student’s *t*-test (**c**–**g**). Source data are provided in Source Data file.

*Sdhaf4*-floxed mice were crossed with tamoxifen (TAM)-inducible myosin heavy chain 6 (*Myh6*)-Cre transgenic mice (*Mer*-CreMer) to further verify the phenotypic consequences of SDHAF4 deficiency in the heart. The Cre recombinase mediated the deletion of *Sdhaf4* specifically in cardiomyocytes of mice supplemented with tamoxifen (Fig. 2g). After 8 weeks of tamoxifen induction, the homozygous mice (*Sdhaf4*^fl/fl,*Mer-*CreMer^, or *Sdhaf4*^*Mer*-CreMer^) presented significantly reduced viability. The mutant hearts were substantially enlarged (Fig. 2h, i). The phenotypes resembled what was observed in the *Sdhaf4*^*Ckmm*^ mouse model (Supplementary Fig. 2d). Together, our results obtained from both *Sdhaf4*^*Ckmm*^ and *Sdhaf4* ^*Mer*-CreMer^ animals consistently showed that abrogation of *Sdhaf4* led to cardiac abnormities and lethality, thereby indicating that *Sdhaf4* is an essential gene in the heart.

### Cardiac loss of *Sdhaf4* provokes dilated cardiomyopathy

We next analyzed the gross morphology of the hearts at various postnatal stages to monitor the pathogenic process in *Sdhaf4*^*Ckmm*^ mice. *Sdhaf4*^*Ckmm*^ mice had similar body weights to their WT littermates during the first 6 weeks after birth, while heart weight was substantially increased starting at the age of 3 weeks (Fig. 3a, b). Hematoxylin and eosin (H/E) histological staining confirmed these observations. *Sdhaf4*^*Ckmm*^ animals started to display enlargement and thickening of cardiac muscle by 3‒4 weeks, concurrent with the increased heart weight.

**Fig. 3:**
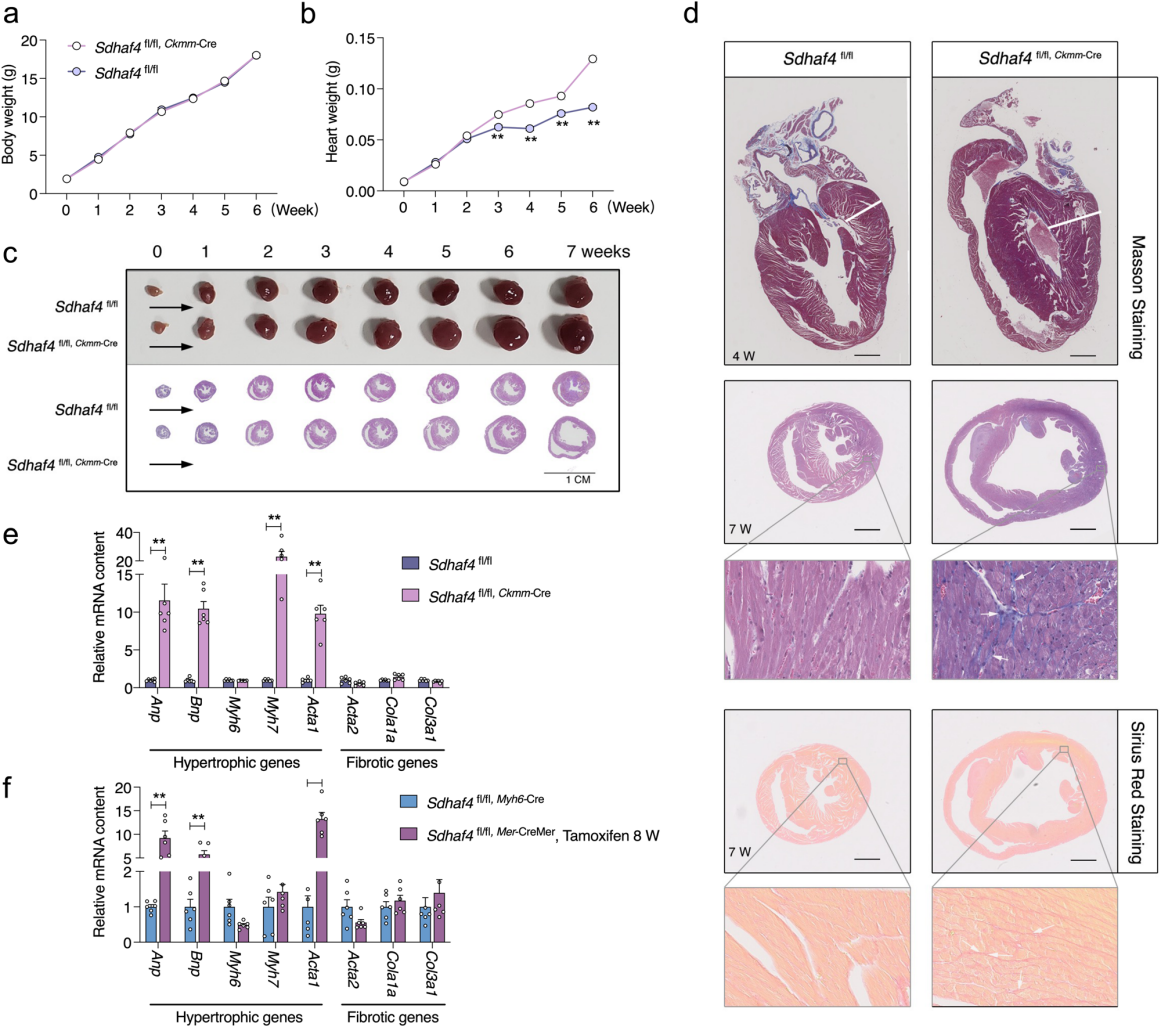
Cardiac loss of SDHAF4 provokes dilated cardiomyopathy. **a** Postnatal bodyweight curves of WT (*Sdhaf4*^fl/fl^, *n* = 6) and *Sdhaf4* mutant mice (*Sdhaf4*^fl/fl, *Ckmm*-Cre^, *n* = 6). **b** Postnatal heart weight curves of WT (*n* = 6) and *Sdhaf4* mutant mice (*n* = 6), *P* = 0.002, 0.0001, 0.0018, 0.0001. **c** Macroscopic pictures and H/E histology of hearts of WT and mutant mice, scale bar, 1 cm. **d** Representative cardiac Masson trichrome staining of WT and mutant mice at age of 4 and 7 weeks, and Sirius red staining of WT and mutant mice at age of 7 weeks, scale bar, 3 mm. **e** Relative expressions of hypertrophic and fibrotic-associated genes in left ventricle of WT and muscle *Sdhaf4* mutant mice, *n* = 6, *P* < 0.0001. **f** Relative expressions of hypertrophic and fibrotic-associated genes in left ventricle of WT and cardiac *Sdhaf4* mutant mice, *n* = 6, *P* < 0.0001. Values are mean ± SEM, *P < 0.05, **P < 0.01. Statistical significance was determined by two-tailed Student’s *t*-test (**b**, **e**, **f**). Source data are provided in Source Data file.

Dilation of the ventricular chambers was observed at later stages, suggesting that the loss of *Sdhaf4* in muscle results in progressive cardiac remodeling and DCM (Fig. 3c). Masson’s trichrome staining showed no significant fibrosis in *Sdhaf4*^*Ckmm*^ mice at an early age of 4 weeks, but evident collagen deposition was observed at a later age of 7 weeks, which was further supported by Sirius red staining (Fig. 3d). Consistently, the expression of cardiomyopathy marker genes (fetal genes) was primarily increased in the left ventricles of *Sdhaf4*^*Ckmm*^ mice at the age of 4 weeks (Fig. 3e). Upregulation of pathological markers was also observed in *Sdhaf4* ^*Mer*-CreMer^ mouse hearts (after 8 weeks of tamoxifen induction) (Fig. 3f). These results suggest that loss of *Sdhaf4* in the heart provokes cardiac pathogenesis. 

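Ventricular wall RNA from 6 control mice with floxed Sdhaf4 alleles and no Cre (Sdhaf4fl/fl, WT) and from 6 mice in which Ckmm-Cre deletes the floxed alleles in striated muscle (Sdhaf4Ckmm, KO) was sequenced after mRNA was purified on poly-T beads. The methods call the tissue ventricular wall and the legend of Supplementary Fig. 3 left ventricle. The paper gives the age of these mice as 6 weeks and, in its reporting summary, male mice of 3 or 8 weeks for the omics work, the sample labels give 2 months, and the labels describe the mutants as Sdhaf4 null without naming the Cre. The authors counted the reads on each gene with HTSeq and deposited 1 table of 43686 rows with the raw count and the FPKM (fragments scaled by gene length and library size) of every library, together with their own DESeq comparison. The gene identifiers are those of the C57BL/6NJ strain assembly, so all coordinates are on that assembly, whereas the paper gives the background of the mice as C57BL/6J, and 2590 rows are loci outside its annotation. Between 23747014 and 27159228 reads were counted on the rows in the WT libraries (median 25476732) and between 26542930 and 31393393 in the KO libraries (median 29399085). An unannotated locus on an unplaced scaffold, Novel02466, took the largest share of every library, from 6.66% to 9.17% of its counts. Any 2 libraries of the same genotype differed by more than the sampling noise (chi-square per degree of freedom from 7.4 to 52.6), and each was treated as 1 replicate. The counts were normalized with edgeR's TMM method, rows with too few counts were removed with its filterByExpr function, which left 17155 rows, and KO was compared with WT by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With a mean FPKM over 1 as the criterion of expression, 13380 genes were expressed in both groups, 607 in the KO hearts alone and 583 in the WT hearts alone.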

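The targeted gene was examined first. Sdhaf4 (MGP_C57BL6NJ_G0016278, chromosome 1, 22811495 to 22821212, minus strand) was at 25.2 ± 5.80 CPM (library-size-scaled counts with TMM normalization; SD, n = 6) in the WT hearts and at 2.40 ± 0.170 (SD, n = 6) in the KO hearts, a log2 fold change of -3.39 (standard error 0.16, adjusted p = 1.95e-10 from edgeR's quasi-likelihood test). Each KO library lay below each WT library (two-sided exact permutation test, p = 0.00217, the smallest p that 6 hearts against 6 allow). With the total count of each library as the only scaling, Sdhaf4 ranged from 24.5 to 29.9 CPM in WT replicates 1 to 5 and was 14.7 CPM in WT replicate 6 (95% Wilson interval 13.3 to 16.2, counting error only). In the KO libraries this value lay between 2.17 and 2.77 CPM.

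**Figure D1:**
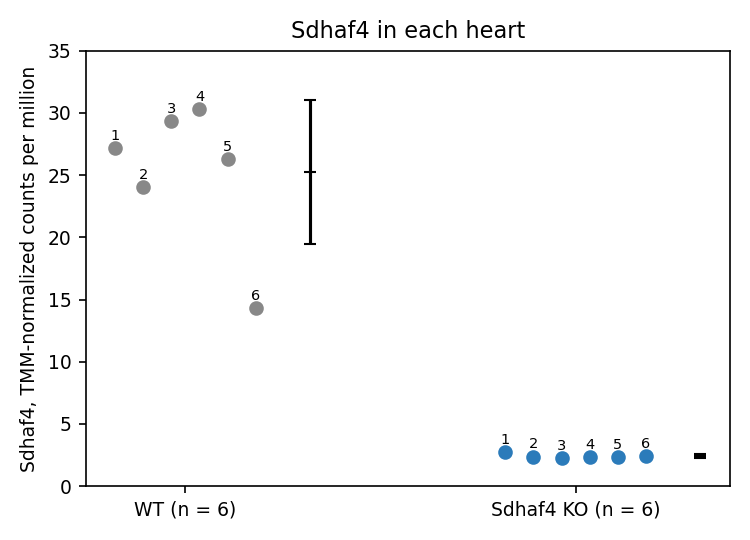
TMM-normalized counts (CPM) of Sdhaf4 in each of the 6 WT (gray) and 6 KO (blue) hearts, numbered by replicate, with the mean and SD of each group beside the points. The KO hearts sit between 2.25 and 2.73 CPM, below WT replicate 6 at 14.3 and the other WT hearts at 24.1 to 30.3.

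With an adjusted p under 0.005 and an absolute log2 fold change over 1, the thresholds in the methods, 919 rows were higher and 836 lower in the KO hearts, together 10.2% of the rows tested. Of these 1755 rows, 348 were unannotated loci (148 higher and 200 lower). The choice that moved these numbers most was a test of the fold change against the threshold itself (edgeR's glmTreat), which left 297 higher and 291 lower.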

We further characterized the underlying molecular events by performing RNA-seq to profile the transcriptomes of *Sdhaf4*^*Ckmm*^ and control hearts (6 weeks old) and identified 1117 upregulated and 1035 downregulated genes involved in multiple aspects of biological processes (Supplementary Fig. 3a–d). 

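The members of the HIF-1 signaling pathway were taken from a list written from general knowledge, which stood in for the KEGG pathway, and 95 of its 106 genes passed the filter on low counts. Their median log2 fold change was 0.20, with 53 members higher and 21 lower in the KO hearts at an adjusted p under 0.05. The list as a whole was shifted upward (camera with a preset inter-gene correlation of 0.01, adjusted p = 0.000268 over 9 lists), and its members were overrepresented among the higher genes (one-sided Fisher's exact test against all rows tested, adjusted p = 1.61e-09). Fisher's exact test treats the genes as independent, so its p does not measure the spread between hearts. The shift held under fry (adjusted p = 2.56e-08) and under camera with an estimated correlation (adjusted p = 0.0420), the alternative that moved it most. Hif1a (MGP_C57BL6NJ_G0020230, chromosome 12, 76126794 to 76167943) rose from 98.0 ± 6.52 to 178 ± 15.5 CPM (SD, n = 6 in each group), a log2 fold change of 0.86 (standard error 0.06, adjusted p = 8.5e-09 from edgeR), and its span overlaps another row. The smallest p of the list belonged to Pfkp (chromosome 13, 3345572 to 3409362), which had a log2 fold change of 2.03 (standard error 0.09, adjusted p = 3.39e-11) and overlaps Pitrm1; WT replicate 6 stood above the other WT hearts, at 92.0 CPM. Among the HIF-related genes for which the paper lists primers (Supplementary Data 1), 11 of 12 were tested, and 10 were higher and 1 lower in the KO hearts, both over all rows and adjusted over the list alone. Eno1 had a log2 fold change of 1.54, Pfkfb3 of 1.42, Ldha of 1.09, Pgk1 of 1.04, Vegfa of 0.70, Hk2 of 0.56 and Epas1 of 0.35. The mouse annotation of another assembly names copies of Eno1, Ldha and Pgk1, with which reads could be shared, so the size of their change is uncertain. Slc2a1, whose span overlaps another row, had a log2 fold change of 0.57, which was 0.40 without KO replicate 6. Pdk1 rose least (0.18, adjusted p = 0.0375), and its call was lost in 7 of the 12 fits that each left out 1 library. Angptl4 was the member that fell (log2 fold change -1.33, adjusted p = 0.000527). Gapdh, which the table spreads over 50 rows of the gene and its copies, was kept out of the list test; 49 of these rows were tested, and all 49 were higher in the KO hearts, with a median log2 fold change of 1.04.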

The KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway enrichment analysis showed that the HIF-1 (hypoxia-induced factor 1) signaling pathway was upregulated (Supplementary Fig. 3e, f). HIF signaling is induced by cardiac dysfunction, and its activation has been observed in various cardiomyopathies, including ischemic heart disease, DCM and heart failure^19^. Previous studies have also documented the cardioprotective effect of the HIF pathway on various cardiac disorders^20^. The induction of HIF signaling, therefore, may represent an adaptive response in the hearts of mutant animals.

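For the TCA cycle, 28 genes were tested. Their median log2 fold change was -0.34 in the KO hearts, and 18 were lower and 1 higher at an adjusted p under 0.05 (edgeR). The list was shifted downward under camera (adjusted p = 1.72e-05 over 9 lists) and under fry (8.38e-06), and its members were overrepresented among the lower genes (one-sided Fisher's exact test, adjusted p = 3.87e-05). With a correlation estimated from the 12 hearts in place of the preset one, camera gave an adjusted p of 0.185. When the 12 hearts were split 100 times into groups of 6 and 6, the real split included, 9 splits gave a camera p as small for this list, the real one and 8 with 4 or 5 hearts of the same genotype in a group. The 78 nuclear genes of the oxidative phosphorylation (OxPhos) subunits had a median log2 fold change of -0.44, with 72 lower and 3 higher. Camera gave an adjusted p of 5.83e-17, fry one of 6.86e-06 and camera with an estimated correlation again 0.185. Of the 100 splits, 2 gave a camera p as small, and Fisher's exact test for the lower genes gave an adjusted p of 5.14e-35. The latter treats genes that vary together as independent, so it does not offset the result with an estimated correlation. Cox7a1 (MGP_C57BL6NJ_G0032453, chromosome 7, 30094237 to 30096094) fell from 950 ± 116 to 413 ± 18.8 CPM (SD, n = 6 in each group), a log2 fold change of -1.20 (standard error 0.07, adjusted p = 1.47e-09). The log2 fold change was -0.84 for Ndufa5 and -0.70 for Ndufs6, although KO replicate 3 stood above the other KO hearts in both, at 334 and 275 CPM. In the TCA cycle list, Pcx, whose span overlaps Lrfn4, had a log2 fold change of -0.77. A set of 10 cardiomyocyte markers fell as well, by 0.29 on the log2 scale (standard error 0.07, two-sided exact permutation p = 0.00866), with 5 of the 10 lower at an adjusted p under 0.05 and 0 higher.

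**Figure D2:**
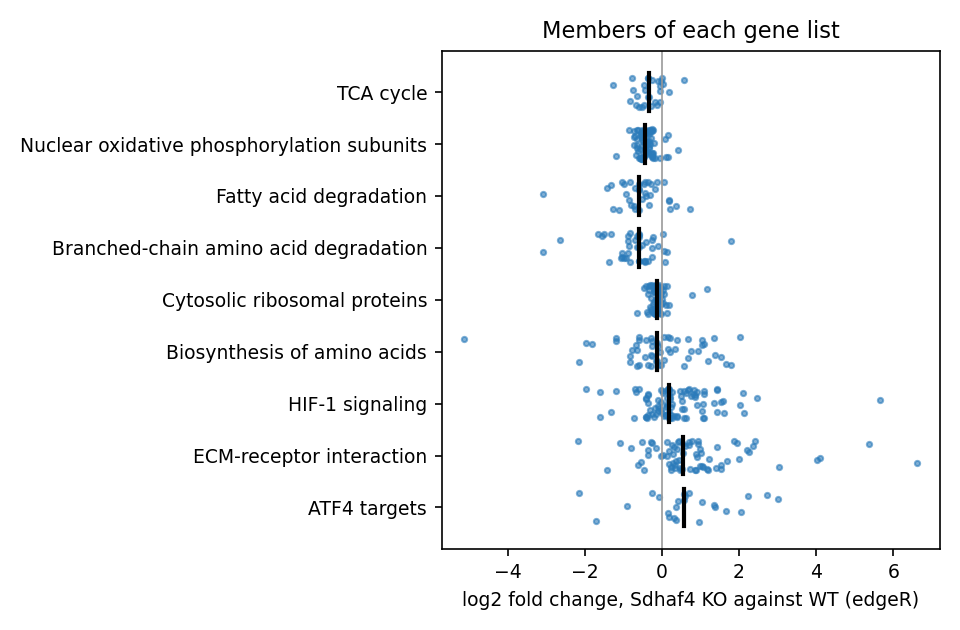
Log2 fold change (KO against WT, edgeR) of every tested member of the 9 gene lists, 1 point per gene, with the median of each list as a black bar. The median lies at -0.34 for the TCA cycle and at -0.44 for the nuclear oxidative phosphorylation subunits, below the line at 0.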

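Other pathways shown in Supplementary Fig. 3e, f were tested in the same way. Fatty acid degradation had a median log2 fold change of -0.58, with 25 of 35 genes lower and 4 higher (camera adjusted p = 7.23e-08). Gcdh (whose span overlaps Syce2), Eci1 and Echs1 had log2 fold changes of -1.42, -1.255 and -0.86. Branched-chain amino acid degradation had a median of -0.61, with 35 of 43 genes lower and 1 higher (camera adjusted p = 2.05e-13). Dbt and Aldh6a1, whose spans each overlap another row, had log2 fold changes of -1.54 and -1.36, and that of Bckdhb stayed between -1.59 and -1.45 with each library left out in turn. Both lists were also shifted under fry (4.31e-07 and 6.04e-08), and neither passed with an estimated correlation (0.126 and 0.0770). The cytosolic ribosomal proteins had a median of -0.13, with 28 of 70 genes lower and 1 higher (camera adjusted p = 0.00171), a shift that did not pass under fry (0.0756) and whose median became -0.01 once each library's trends on gene length and GC content were removed. Rps2, Rps9 and Rpl9 had log2 fold changes of -0.66, -0.32 and -0.29; the span of Rps2 overlaps another row, and WT replicate 4 stood above the other WT hearts, at 816 CPM. ECM-receptor interaction had a median of 0.56, with 47 of 73 genes higher and 7 lower (camera adjusted p = 4.52e-07, fry 6.02e-05, 0.205 with an estimated correlation), and 19 of the 100 splits gave a camera p as small. Lamc3, Comp and Itgb3 had log2 fold changes of 4.09, 4.02 and 2.00; the span of Lamc3 overlaps Golga2, and Itgb3 was at 5.55 CPM in WT replicate 3, above the other WT hearts. Biosynthesis of amino acids had 18 of 54 genes higher and 25 lower, and a median of -0.11. The list as a whole did not pass under camera (adjusted p = 0.364) or fry (0.0655), but its members were overrepresented among the lower genes (one-sided Fisher's exact test, adjusted p = 0.00135) and not among the higher ones (0.285). Gpt2 and Acy1 had log2 fold changes of -1.82 and -1.18. The members of the other lists were also overrepresented among the genes that changed in the direction of the list (the same Fisher's exact test, adjusted p = 4.71e-08 for fatty acid degradation, 1.05e-13 for branched-chain amino acid degradation, 0.00813 for the ribosomal proteins and 2.93e-11 for ECM-receptor interaction). The metabolic lists share genes, so they are not separate pieces of evidence. Members also in another list were 17 of 35 for fatty acid degradation and 20 of 43 for branched-chain amino acid degradation. They were 16 of 28 for the TCA cycle and 29 of 54 for biosynthesis of amino acids.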

As displayed in the KEGG pathway enrichment analysis, metabolic pathways, TCA cycle and oxidative phosphorylation (OxPhos) were significantly downregulated in *Sdhaf4* mutant mouse hearts. Deregulation of the representative genes in these pathways was further validated using qPCR (Supplementary Fig. 4a). Next, we compared the differentially expressed gene (DEG) list in the *Sdhaf4*^*Ckmm*^ hearts with previously reported gene profiling datasets of MI^21^. Notably, the expression of 31.07% (749/2420) of the upregulated genes in MI (MI_3d) was increased in *Sdhaf4* mutants (Supplementary Fig. 4b). Among the downregulated genes in the MI model, 39.53% (1065/2694) also displayed reduced expression in *Sdhaf4*^*Ckmm*^ hearts (Supplementary Fig. 4b). In particular, downregulation of TCA cycle-related genes was consistently observed in both datasets. 

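In the Sdhaf4Ckmm hearts, the 11 TCA cycle-related genes of Supplementary Table 1 all had a negative log2 fold change, from -0.13 to -1.26 with a median of -0.50. At an adjusted p under 0.05 (edgeR's quasi-likelihood test), 10 of the 11 were lower over all rows tested and 11 when adjusted over the list alone. The study listed these genes for being lower in these hearts, so neither their shared direction nor either count is independent evidence. Ogdhl (MGP_C57BL6NJ_G0021527, chromosome 14, 26590505 to 26616394) changed most, from 289 ± 22.0 CPM in WT to 120 ± 30.0 in KO (SD, n = 6 in each group), a log2 fold change of -1.26 (standard error 0.13, adjusted p = 3.44e-06). Idh2 (MGP_C57BL6NJ_G0032885, chromosome 7, 85253440 to 85275448) fell from 2062 ± 87.3 to 1161 ± 281 CPM, a log2 fold change of -0.83 (standard error 0.13, adjusted p = 9.16e-05), and its span overlaps another row. Fh1 (MGP_C57BL6NJ_G0017238, chromosome 1, 187696137 to 187722344), which encodes fumarate hydratase and whose span overlaps Kmo, had a log2 fold change of -0.74 (standard error 0.06, adjusted p = 4.47e-08). Suclg2, Idh3b, Suclg1, Sucla2, Pdha1, Cs and Mdh2 had log2 fold changes of -0.68, -0.60, -0.50, -0.47, -0.37, -0.36 and -0.33. The spans of Idh3b and Pdha1 overlap those of Nop56 and Map3k15, so reads in the shared parts could belong to either gene. Idh3a was the gene that did not pass over all rows, with a log2 fold change of -0.13 (standard error 0.05, adjusted p = 0.0664); it passed with DESeq2 (0.0328) and without KO replicate 3 (0.0109). In KO replicate 3, Mdh2 and Pdha1 were nearer to the WT hearts than in the other KO hearts, at 1059 and 1424 CPM. With each library left out in turn, the log2 fold change of the 11 genes stayed negative; 10 of them kept an adjusted p under 0.05, and Idh3a passed in 2 of these 12 fits.

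**Figure D3:**
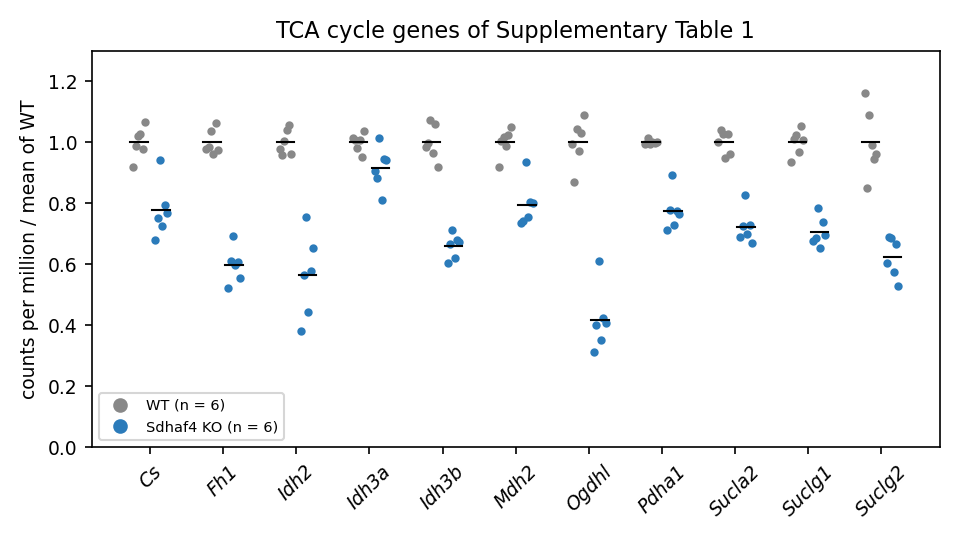
CPM of the 11 genes in each WT (gray, n = 6) and KO (blue, n = 6) heart, divided by the mean of the WT hearts of that gene, with the group means as black bars. The KO mean lies below the WT mean for each gene, and the distance is largest for Ogdhl and smallest for Idh3a.

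From the changes shared by these hearts and other profiles of cardiac disease, the paper proposes that common molecular processes occur in them and that metabolic deregulation in the mutant hearts may be among the processes relevant to cardiac pathogenesis.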

We also resurveyed these TCA genes in a profiling data of DCM models^22^. Intriguingly, these genes were consistently downregulated in DCM hearts (Supplementary Table 1). The results suggest that similar or common molecular processes occur in MI, DCM, and *Sdhaf4*^*Ckmm*^ hearts, further indicating that metabolic deregulation in the mutant hearts may be one of the key processes relevant to cardiac pathogenesis.

### Disrupted complex II assembly leads to mitochondrial dysfunction in the heart

SDHAF4 was shown to interact specifically with the catalytic SDHA subunit and facilitate its association with SDHB for the subsequent assembly of the SDH complex^16^. We measured the expression of SDH components in mouse hearts at various stages. The relative abundance of SDHAF4 and other SDH complex subunits gradually increased during postnatal development (Fig. 4a). Loss of *Sdhaf4* in the heart (*Sdhaf4*^*Ckmm*^) resulted in specifically decreased levels of SDH complex subunits at an early postnatal age of 3 weeks (Fig. 4b, c and Supplementary Fig. 5a). The abundance of complex I, III, IV, and V components was not altered in the mutant hearts at this age (Fig. 4b, c and Supplementary Fig. 5a). Despite the reduced protein levels, the mRNA abundance of SDH subunits remained unchanged in the *Sdhaf4*^*Ckmm*^ hearts. We surmise that the deregulation of complex II is very likely to occur at the posttranslational level and is primarily due to assembly defects (Fig. 4d).

**Fig. 4:**
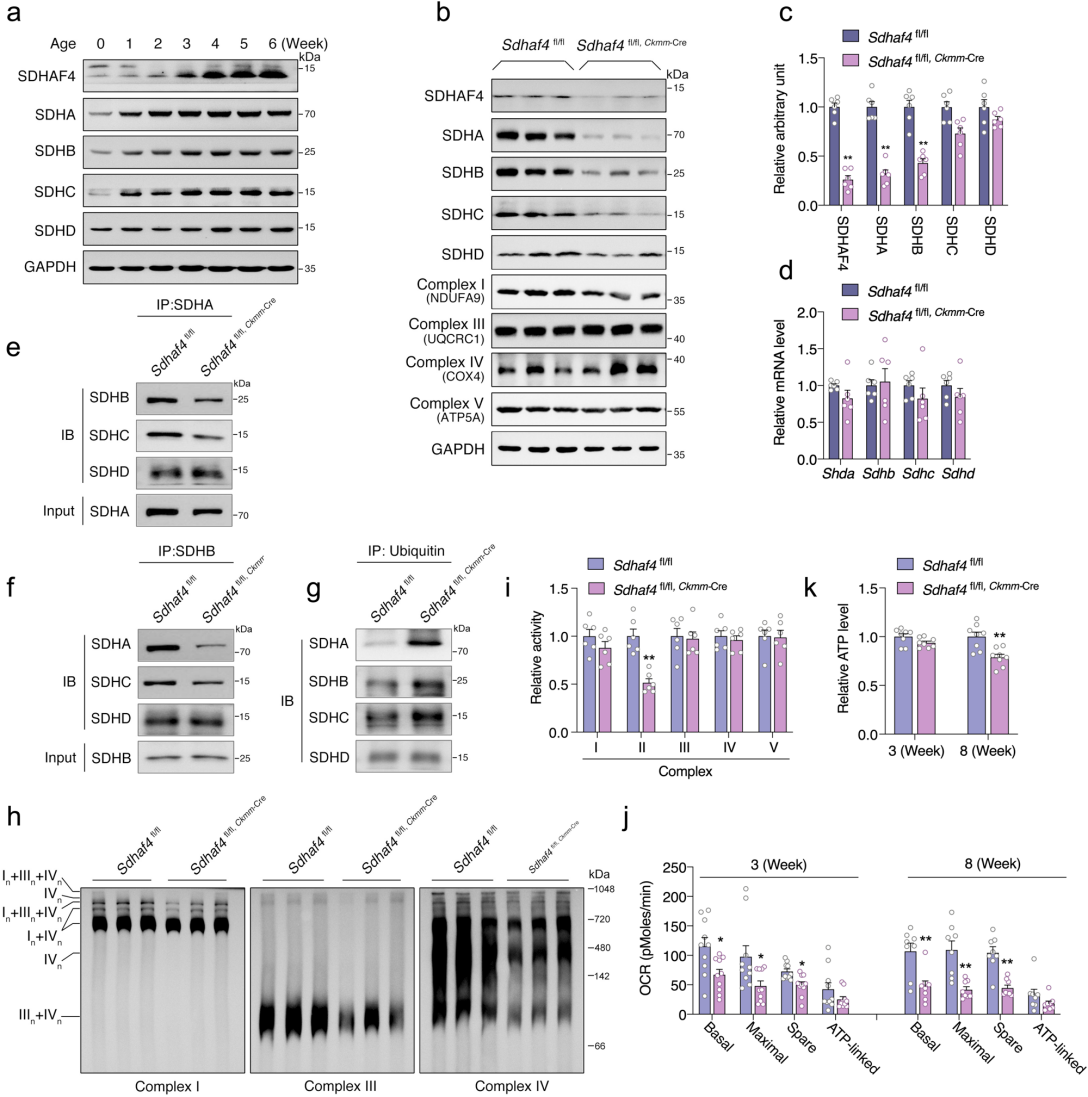
Loss of SDHAF4 disrupts complex II assembly and promotes mitochondrial dysfunction. **a** Immunoblots for SDHAF4 and complex II subunits in left ventricles of WT mice at different ages. **b**, **c** Immunoblots for SDHAF4 and mitochondrial complex subunits in left ventricles of hearts from WT and *Sdhaf4* mutant mice at age of 3 weeks (**b**, representative blotting image; **c**, summary analysis of arbitrary unit, *n* = 6, *P* < 0.0001). **d** mRNA levels of *Sdha*, *Sdhb*, *Sdhc*, and *Sdhd* in left ventricles of hearts from WT and *Sdhaf4* mutant mice (*n* = 6). **e** Coimmunoprecipitation of SDHB, SDHC, and SDHD with SDHA from the lysates of left ventricles of hearts from WT and *Sdhaf4* mutant mice at age of 3 weeks. **f** Coimmunoprecipitation of SDHA, SDHC, and SDHD with SDHB from the lysates of left ventricles of hearts from WT and *Sdhaf4* mutant mice at age of 3 weeks. **g** Coimmunoprecipitation of SDHA, SDHB, SDHC, and SDHD with Ubiquitin from the lysates of left ventricles of hearts from WT and *Sdhaf4* mutant mice at age of 3 weeks. **h** Immunoblots for mitochondrial supercomplex: mitochondrial proteins of left ventricles of hearts from WT and *Sdhaf4* mutant mice were subjected to BN-PAGE and immunoblot with NDUFA9 (subunit of Complex I), UQCRC1 (subunit of Complex III), and COX4 (subunit of complex IV) antibodies. **i**, Analysis of complex activities of mitochondrion from left ventricles of hearts from WT and *Sdhaf4* mutant mice at age of 3 weeks, *n* = 6, *P* = 0.0002. **j**–**k** Mitochondrial oxygen consumption rate (OCR, *P* = 0.013, 0.026, 0.015, 0.003, 0.001, 0.00013) and ATP level of left ventricles of hearts (*P* = 0.002) from WT and *Sdhaf4* mutant mice at age of 3 and 8 weeks, *n* = 9. Values are mean ± SEM, *P < 0.05, **P < 0.01. Statistical significance was determined by two-tailed Student’s *t*-test (**c**, **d**, **i**–**k**). Source data are provided in Source Data file.

Next, we assessed the effects of SDHAF4 deficiency on complex assembly. Immunoprecipitation assays using cardiac muscle tissues showed that abrogation of *Sdhaf4* attenuated the interaction between SDHA and SDHB (Fig. 4e, f), which may lead to SDH subunit degradation, as evidenced by increased levels of the ubiquitin modification (Fig. 4g). In addition, the formation of mitochondrial supercomplexes was hindered, and defects in mitochondrial oxygen consumption were observed in the mutant hearts (Fig. 4h–j). Intriguingly, the relative ATP level remained unchanged 3 weeks after birth, although it was slightly decreased in the hearts of 8-week-old *Sdhaf4*^*Ckmm*^ mice (Fig. 4k). Notably, the levels of subunits of other mitochondrial complexes were decreased later at the age of 8 weeks, accompanied by a global reduction in complex activities, which may be secondarily due to the turnover of complex II (Supplementary Fig. 5c–e). Meanwhile, a substantial increase in protein oxidation was detected in the mitochondrial fraction of cardiac lysates at the early and postnatal age of 3 weeks and was also present at the age of 8 weeks (Supplementary Fig. 5f, g), thereby indicating that mitochondrial oxidative stress occurred in the mutant mice.

Since complex II is the key factor that couples mitochondrial electron transport and the TCA cycle^23^, we asked whether inactivation of SDHAF4 deficiency altered the abundance of key enzymes and metabolites of the TCA cycle. The protein levels of key TCA cycle-related enzymes in the mutant hearts at an early age (3 weeks after birth) appeared to be indistinguishable from those in control animals, whereas at a later age of 8 weeks, the hearts exhibited a global decrease in the levels of these enzymes (Fig. 5a, b). Additionally, the levels of TCA cycle-related metabolites, including pyruvate, citrate, isocitrate, malate, and fumarate, were substantially decreased, except that succinate was upregulated in the mutant mice (Fig. 5c). These alterations appear to be the primary effects resulting from the loss of SDH activity, which is required for catalyzing the oxidation of succinate into fumarate, a key step in the TCA cycle. Further metabolomics analysis revealed that multiple amino acid metabolic pathways were affected by the SDHAF4 deficiency, among which the arginine biosynthesis pathway was the most significantly altered pathway (Fig. 5d, e and Supplementary Fig. 6a–d). A link between the TCA cycle and arginine biosynthesis has been reported recently. Arginine is regenerated through the citrulline-nitrogen monoxide (NO) pathway, in which citrulline and aspartate are converted to arginine by argininosuccinate synthase (ASS) and argininosuccinate lyase (ASL) with fumarate as a byproduct, while malate, the product of fumarase action on fumarate, is converted to oxaloacetate for the production of aspartate to join the arginine biosynthesis cycle^24^ (Fig. 5f). Thus, the SDHAF4 deficiency not only primarily altered the levels of TCA cycle-related metabolites but also suppressed arginine regeneration, which further exacerbated metabolic stress.

**Fig. 5:**
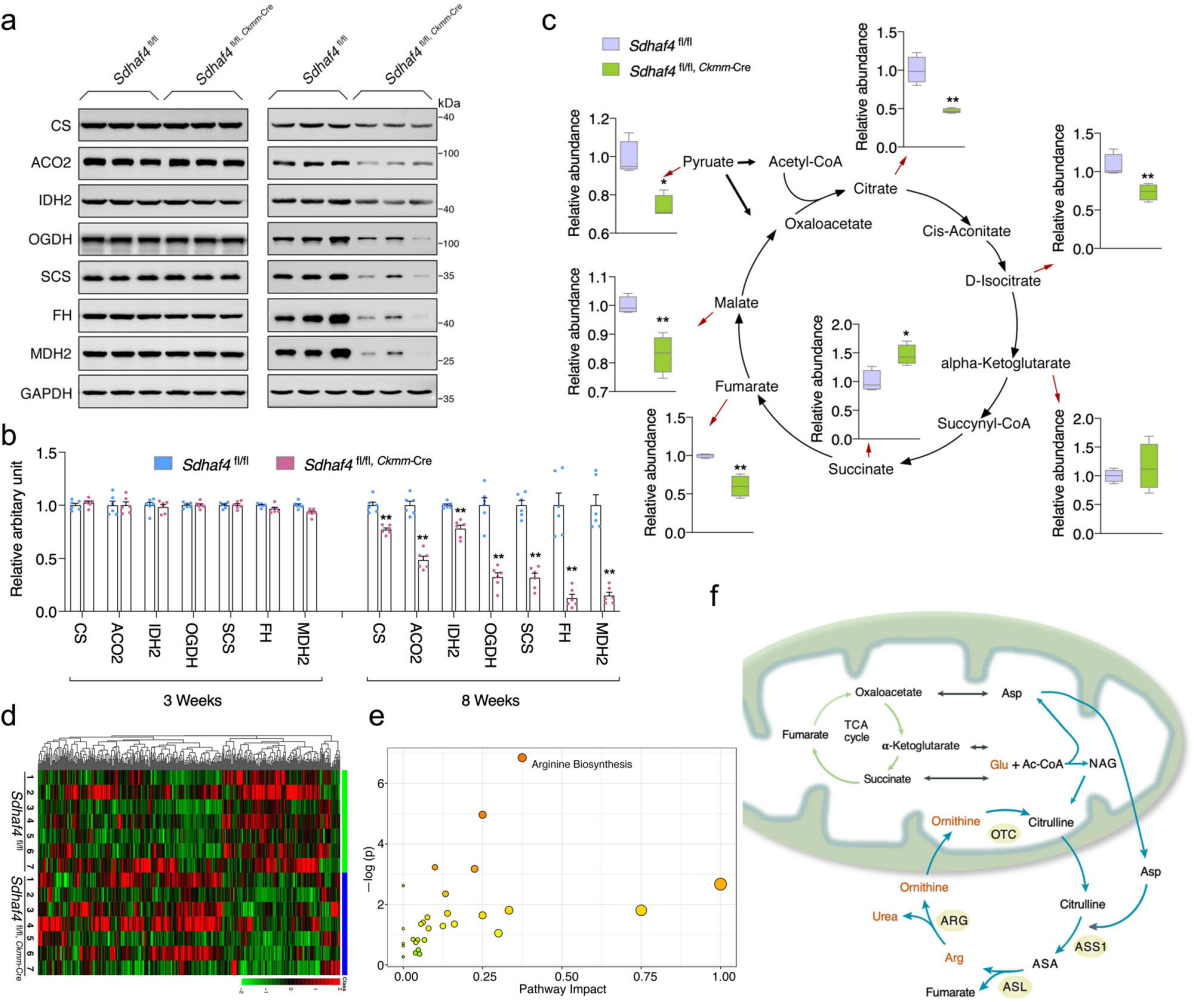
Loss of SDHAF4 exacerbates TCA cycle-associated metabolic capacity. **a**, **b** Immunoblots for TCA cycle enzymes in left ventricles of hearts from WT and *Sdhaf4* mutant mice at age of 3 and 8 weeks respectively, representative blotting images (**a**), summary analysis of arbitrary unit (**b**), *n* = 6, *P* < 0.0001. **c** Quantitative measurements of TCA cycle metabolites pyruvate, malate, fumarate, succinate, citrate, isocitrate, and alpha-ketoglutarate (*n* = 4, *P* = 0.012, 0.001, 0.0013, 0.009, 0.003). Box plots indicate median (middle line), 25th, 75th percentile (box), and 5th and 95th percentile (whiskers). **d**–**f** Metabolomics analysis for left ventricles of WT and *Sdhaf4* mutant mice at age of 8 weeks, with *Z*-score plot of global metabolic profiles among all the samples (**d**), metabolic pathway enrichment analysis (**e**), and representative images of alterations on arginine biosynthesis pathway (**f**, green arrows for TCA cycle; blue arrows for arginine biosynthesis pathway; red highlights decreased metabolites), *n* = 7. Values are mean ± SEM, *P < 0.05, **P < 0.01. Statistical significance was determined by two-tailed Student’s *t*-test (**b**, **c**). Source data are provided in Source Data file. TCA cycle tricarboxylic acid cycle.

### Disrupted complex II assembly alters mitochondrial fusion/fission dynamics in the heart

Despite impaired mitochondrial function, the morphology of the organelle was not altered in *Sdhaf4*^*Ckmm*^ mice at the age of 3 weeks (Fig. 6a). As shown in the transmission electron microscopy (TEM) images, the mitochondrial number and their subcellular distributions were comparable in both WT and *Sdhaf4*^*Ckmm*^ mice (Fig. 6b–e). Notably, during pathogenesis, the cardiomyocytes of *Sdhaf4*^*Ckmm*^ mice at the age of 8 weeks presented severe morphological abnormalities in myofibril/sarcomere organization and intramitochondrial structure, including cristae malformations, electron-dense inclusions and hypodense compartments (Fig. 6f, g). Interestingly, the total number of mitochondria was significantly increased in *Sdhaf4*^*Ckmm*^ mice, while the size was substantially reduced (Fig. 6h–j). We asked whether the increased number but reduced size of mitochondria in the *Sdhaf4*^*Ckmm*^ cardiomyocytes was potentially due to alterations in mitochondrial biogenesis or fusion/fission processes. However, the qPCR analysis revealed a decrease in the relative abundance of mtDNA instead of an increase in mutant cardiac muscle (Fig. 6k). We also measured the levels of PGC-1α and several other regulators of mitochondrial biogenesis and found that their expression was reduced in *Sdhaf4*^*Ckmm*^ mice (Fig. 6l, m). Therefore, the increased quantity of these organelles is not likely to be resulted from changes in mitochondrial biogenesis. Next, the protein levels of numerous factors regulating mitochondrial fusion and fission were assayed, yet no significant differences were detected between control and mutant hearts. However, the posttranslational modifications of Drp1, which is a key factor regulating mitochondrial fission, were altered in the *Sdhaf4*^*Ckmm*^ mice. The activity of Drp1 strongly depends on the phosphorylation status of two serine sites. Phosphorylation at serine616 (p-Drp1^s616^) enhances mitochondrial fission^25^, while serine637phosphorylation (p-Drp1^s616^) represses mitochondrial fission activity^26^. Increased phosphorylation of p-Drp1^s616^ but decreased p-Drp1^s637^ levels were observed in the hearts of 3-week-old *Sdhaf4-*KO mice (Fig. 6n). Notably, Drp1 activation was also observed in adult *Sdhaf4*^*Ckmm*^ mice (Fig. 6n, p), suggesting an early and sustained activation of Drp1 in the absence of SDHAF4. Together, these results indicate that the SDHAF4 deficiency may enhance mitochondrial fission, potentially resulting in the fragmentation of the organelles. Mitophagy usually couples with mitochondrial fusion/fission dynamics to enable the recycling and clearance of damaged organelles. Intriguingly, the level of LC3-II (microtubule-associated protein 1 light chain 3 conversion product), a hallmark of autophagy activation^27,28^, was substantially increased in adult *Sdhaf4*^*Ckmm*^ hearts (Fig. 6o, p). We further confirmed this observation by assessing mitophagy in the H9C2 rat cardiomyocyte cell line using a fluorescent reporter (mt-Keima)-based approach. Keima is a lysosomal protease-resistant, dual-excitation ratiometric fluorescent protein that is sensitive to changes in pH. Fusion with a mitochondrial signal peptide enables the protein (mt-Keima) to be localized to mitochondria, where the pH value is normally 8.0, and the short wavelength excitation of Keima predominates. Once mitochondria are taken up by acidic lysosomes (pH 4.5) during mitophagy, mt-Keima will undergo a gradual shift to longer wavelength excitation. The mt-Keima reporter therefore allows us to more readily monitor mitophagy in cells^29^. Indeed, knockdown of *Sdhaf4* substantially increased mitophagosome formation (Fig. 6q), further confirming that SDHAF4 deficiency accelerated mitophagy in cardiomyocytes.

**Fig. 6:**
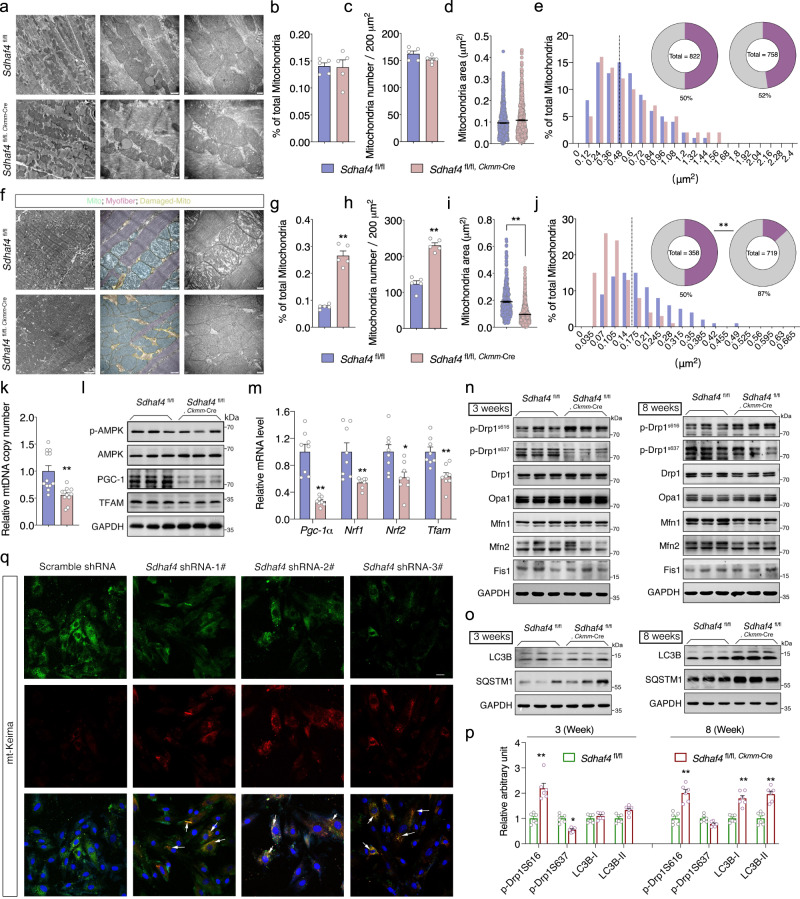
Disrupted complex II assembly promotes mitophagy in heart. **a**–**e** Transmission electron microscope (TEM) analysis for left ventricles of hearts from WT and *Sdhaf4* mutant mice at age of 3 weeks, representative images (**a**, scale bar, 1 μm, 500 nm, and 200 nm, respectively), ratio of abnormal mitochondria (**b**, *n* = 5), mitochondrial number per section (**c**, *n* = 5), average mitochondrial area (**d**, *n* = 822 for WT, *n* = 758 for mutants), distribution pattern of mitochondrial area, (**e**, *n* = 822 for WT, n = 758 for mutants). **f**–**j** TEM analysis for left ventricles of hearts from WT and *Sdhaf4* mutant mice at age of 8 weeks, representative images (**f**), ratio of abnormal mitochondria (**g**, *n* = 5, *P* < 0.0001), mitochondrial number per section (**h**, *n* = 5, *P* < 0.0001), average mitochondrial area (**i**, *n* = 358 for WT, *n* = 719 for mutants, *P* < 0.0001), distribution pattern of mitochondrial area, (**j**, *n* = 358 for WT, *n* = 719 for mutants). **k**–**m** mtDNA copy number *n* = 12 (*P* = 0.0003), immunoblots (*n* = 3) and q*P*CR analysis (*n* = 8, *P* = 0.00001, 0.005, 0.012, 0.001) of mitochondrial biogenesis related genes. **n**–**p** Immunoblots for mitochondrial fusion and fission related proteins, LC3B and SQSRM1 in left ventricles of hearts from WT and *Sdhaf4* mutant mice at age of 3 and 8 weeks respectively (**n**, **o** representative blotting image; **p** summary analysis of arbitrary unit, *n* = 6, *P* = 0.0002, 0.011, 0.0001, 0.00011, 0.00001). **q** mt-Keima imaging in H9C2 cells transfected with *Sdhaf4* shRNAs, arrows indicate mitophagy puncta, imaging data was collected by ZEN 2012 Blue edition (ZEISS, Jena, Germany), scale bar, 20 μm (*n*  =  3 independent repeats per group). Values are mean ± SEM, *P < 0.05, **P < 0.01. Statistical significance was determined by two-tailed Student’s *t*-test (**g**–**i**, **k**, **m**, **p**). Source data are provided in Source Data file.

Drp1 activation was observed in the mutant cardiac muscle prior to the global downregulation of mitochondrial complexes and the pathological alteration in gross heart morphology, thus appeared to be one of the initial molecular events that may trigger the subsequent cardiac pathogenesis. We asked how the Drp1 phosphorylation was regulated in the hearts of *Sdhaf4*^*Ckmm*^ mice. Adenosine monophosphate-activated protein kinase, AMPK, has been reported to sense a decrease in cellular energy and activate Drp1. However, neither the total AMPK abundance nor phosphorylated AMPK levels, in cardiac muscle samples harvested from 3-week-old *Sdhaf4*^*Ckmm*^ mice, were altered (Fig. 6l). This finding is consistent with the results described above, in which no alteration in ATP levels was detected in the hearts of *Sdhaf4*^*Ckmm*^ mice at the same age (Fig. 4k). Thus, the observed phosphorylation of Drp1 did not appear to depend on AMPK activity.

Next, we aimed to test the effect of extracellular signal-regulated protein kinase, ERK1/2, which has been suggested to promote Drp1-dependent mitochondrial fission^30^. Knockdown of *Sdhaf4* in H9C2 cells substantially increased ERK1/2 phosphorylation, accompanied by increased p-Drp1^s616^ and LC3-II levels, which were all reversed by U0126, a specific inhibitor of ERK1/2 (Supplementary Fig. 7a, b). Consistent with these results, increased p-ERK1/2 levels were observed in *Sdhaf4*^*Ckmm*^ mice (Supplementary Fig. 7c, d). Administration of U0126 to *Sdhaf4*^*Ckmm*^ mice completely blocked Drp1 phosphorylation and attenuated mitophagy in the heart (Supplementary Fig. 7c, d). Thus, ERK1/2 can mediate Drp1 activation and excess mitophagy in *Sdhaf4*^*Ckmm*^ mice.

### Mitochondria-targeted interventions prolong the lifespan of mice with DCM

Based on the aforementioned observations, we speculated that an impaired metabolic capacity and accelerated fission/mitophagy may be the two major mitochondrial events underlying the onset of DCM in *Sdhaf4*^*Ckmm*^ animals; thus, a targeted metabolic or chemical intervention was assumed to be beneficial. We tested this hypothesis by treating the mice with sodium fumarate dibasic through oral water intake or supplemented the animals with a specific Drp1 inhibitor, Mdivi-1, through intraperitoneal injection. Notably, as revealed by the TEM analysis, mitochondrial and myofiber integrity were improved by supplementation with either fumarate or Mdivi-1 (Fig. 7a). The mitochondrial number per section and the average size were substantially restored as well (Fig. 7b, c). The *Anp* (natriuretic peptide type A) mRNA level was decreased in the two intervention groups, and the upregulation of *Bnp* (natriuretic peptide type B) and *Myh7* (myosin heavy chain 7) was attenuated by the Mdivi-1 treatment (Fig. 7d). Echocardiography measurements showed that supplementation with Mdivi-1 significantly improved the heart function of *Sdhaf4*^*Ckmm*^ mice. A slight increase in the factional shortening (FS%) value was observed in the *Sdhaf4*^*Ckmm*^ animals treated with fumarate, although the difference did not reach statistical significance (Fig. 7e–j). More importantly, lifetime treatment of weaned *Sdhaf4*^*Ckmm*^ mice with fumarate or Mdivi-1 substantially increased their viability (Fig. 7k), indicating that the approaches targeting TCA metabolism or mitochondrial dynamics are effective methods to correct cardiac dysfunction.

**Fig. 7:**
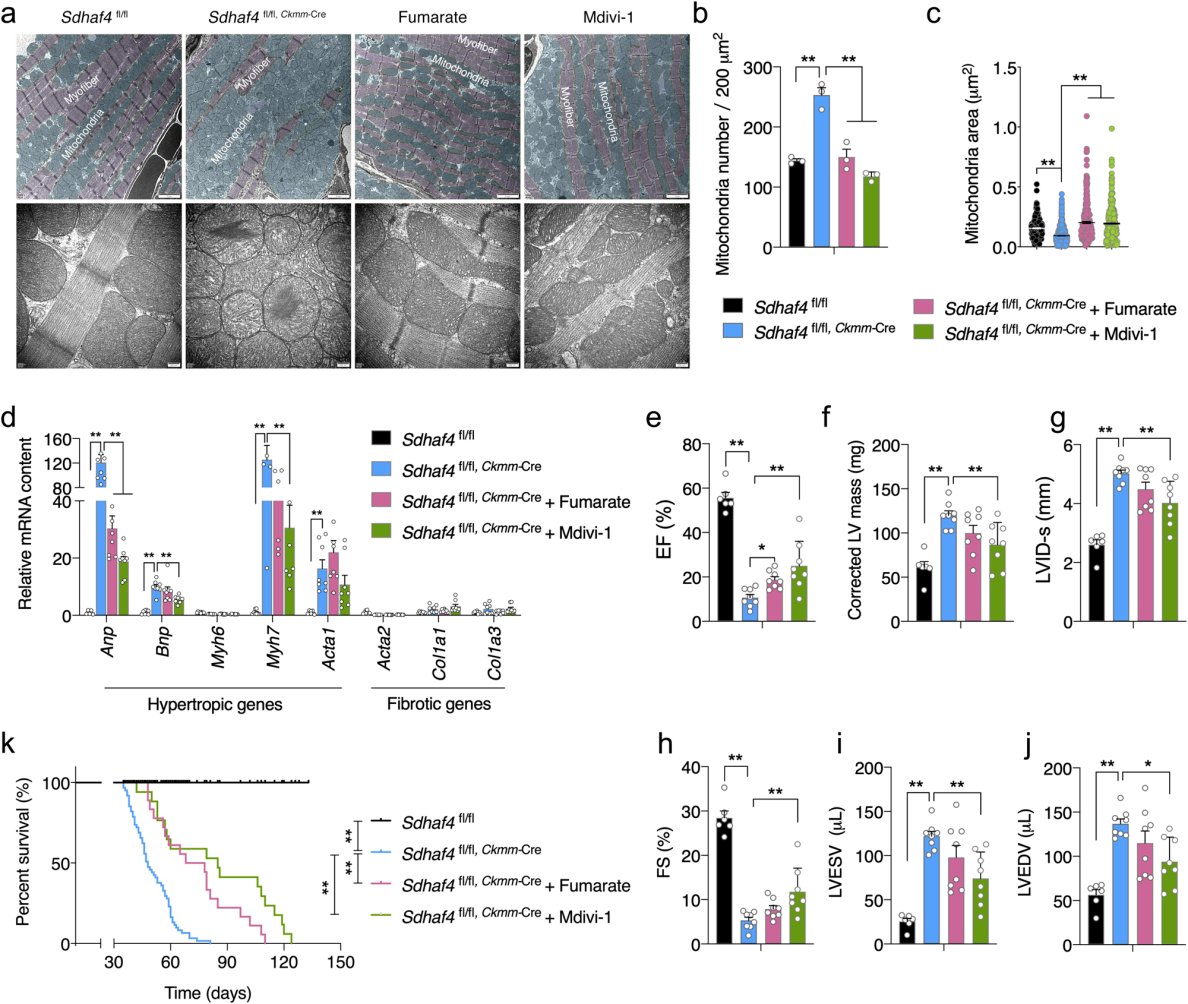
Inhibition of Drp1 or supplement with fumarate prolongs lifespan of mice with dilated cardiomyopathy. **a**–**c** TEM analysis for left ventricles of hearts from WT, *Sdhaf4* mutant mice, mutant mice with fumarate or Mdivi-1 supplement for 4 weeks, representative images (**a**, scale bar, 1 μm and 200 nm respectively), mitochondrial number per section (**b**, *n* = 3, *P* < 0.0001), average mitochondrial area (**c**, *n* = 293 for WT, *n* = 650 for mutants, *n* = 305 for fumarate, *n* = 230 for Mdivi-1, *P* < 0.0001). **d** Relative expression of hypertrophic and fibrotic-associated genes in left ventricle of hearts of mice (*n* = 8, *P* < 0.0001). **e**–**j** Heart function measurements of WT, *Sdhaf4* mutants, *Sdhaf4* mutant mice with fumarate or Mdivi-1 supplement for 4 weeks: EF (**e**, *P* < 0.0001, *P* = 0.012), corrected LV mass (**f**, *P* < 0.0001), LVID-s (**g**, *P* < 0.0001), FS (**h**, *P* < 0.0001), LVESV (**i**, *P* < 0.0001), and LVEDV (**j**, *P* < 0.0001, *P* = 0.011), *n* = 8. **k** Postnatal survival curve for WT (*n* = 25 for both sex), *Sdhaf4* mutant mice (*n* = 60 for both sex), *Sdhaf4* mutant mice with daily fumarate supplement (*n* = 18 for both sex) and *Sdhaf4* mutant mice with daily Mdivi-1 supplement (*n* = 18 for both sex), *P* < 0.0001. Values are mean ± SEM, *P < 0.05, **P < 0.01. Statistical significance was determined by two-tailed Student’s *t*-test (**b**–**j**). Log-rank Mantel-Cox testing was performed for survival analysis (**k**). Source data are provided in Source Data file. EF ejection fraction, LV left ventricular, LVID-s left ventricular internal dimension end-systolic, FS fraction shortening, LVESV left ventricular end-systolic volume, LVEDV left ventricular end- systolic volume.

### Direct fumarate supplementation improves cardiac function in MI mice

Loss of fumarate, given that it is the direct product of SDH catalysis, may present as the key feature in the heart of *Sdhaf4*^*Ckmm*^ mice. Notably, the downregulation of fumarate and an increase of succinate level was also reported in diseased hearts including MI^12,31^, indicating that fumarate-associated metabolic deregulation may be one of the key processes relevant to cardiac pathogenesis. To test the assumption, the MI mice were supplemented with fumarate before and after the surgery. The heart weight/bodyweight ratio was dramatically increased after MI and sufficiently decreased by fumarate supplement (Fig. 8a). Echocardiography was employed to assess cardiac function in control and MI mice with or without fumarate supplement (Supplementary Fig. 8b). The heart rates were comparable among the four groups during the measurement (Supplementary Fig. 8c). Intriguingly, the animals with fumarate supplement post MI surgery up to 7 days started to present significant improvement on cardiac function including corrected left ventricular (LV) mass (Fig. 8b), ejection fraction (EF%, Fig. 8c), FS% (Fig. 8d), left ventricular end-diastolic volume (LVEDV, Fig. 8e), and left ventricular end-systolic volume (LVESV, Fig. 8f) in MI mice. Further qPCR analysis of hypertrophic and fibrotic-associated genes in left ventricles consolidated the benefits of fumarate supplement in maintaining cardiac function after MI surgery (Fig. 8g). Collectively, the presented observations suggested that deficiency of SDHAF4-associated fumarate loss in MI condition plays vital role during the progression of cardiac dysfunction.

**Fig. 8:**
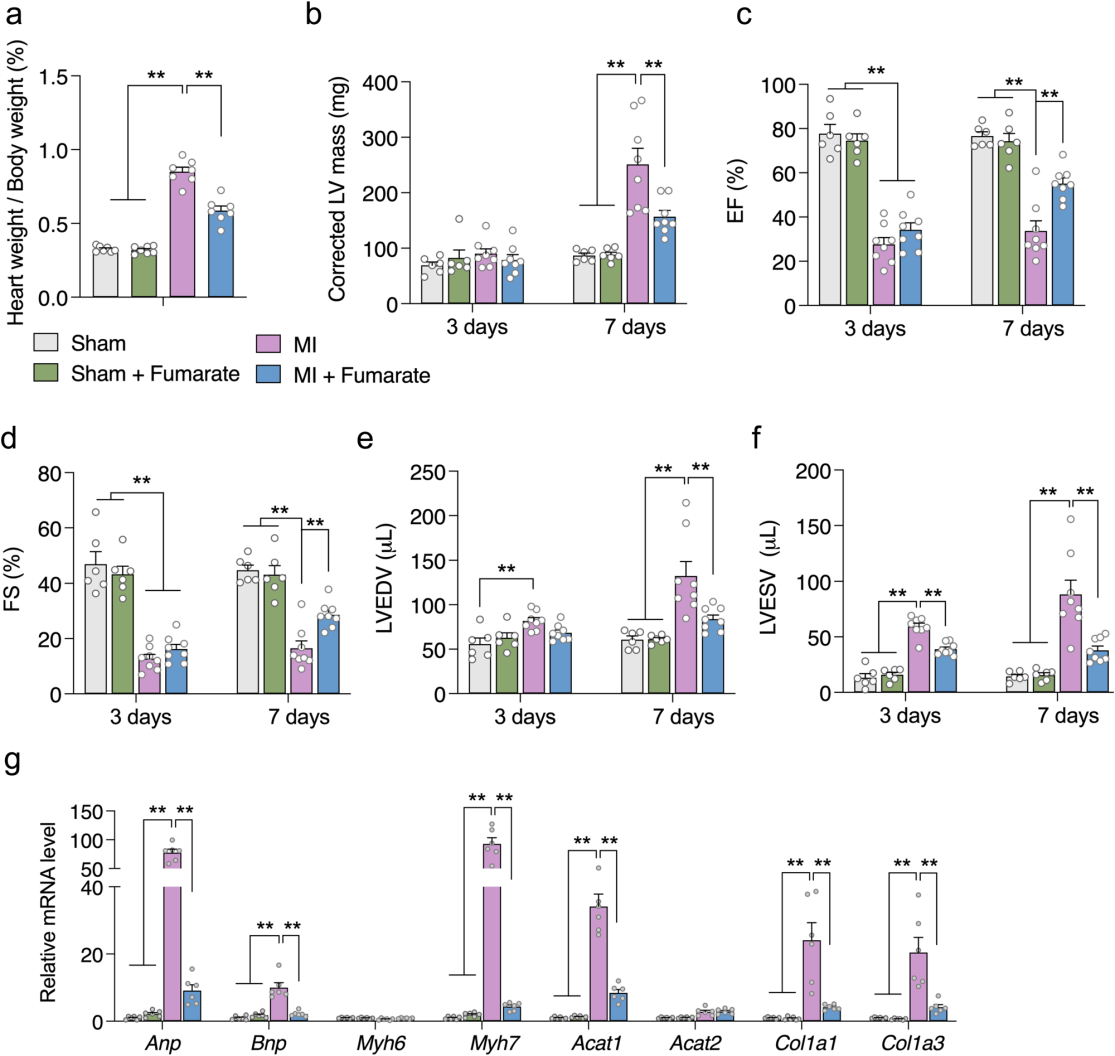
Fumarate supplement improves cardiac function in MI mice. **a** Heart weight / bodyweight ratio of control and MI mice with or without fumarate supplement for 7 days, *n* = 7, *P* < 0.0001. **b**–**f** Heart function measurements of control and MI mice with or without fumarate supplement for 3 and 7 days (*n* = 6 for Sham and Sham + Fumarate groups, n = 8 for MI and MI + Fumarate groups): corrected LV mess (**b**, *P* < 0.0001), EF (**c**, *P* < 0.0001), FS (**d**, *P* < 0.0001), LVEDV (**e**, *P* < 0.0001), and LVESV (**f**, *P* < 0.0001). **g** Relative expressions of hypertrophic and fibrotic-associated genes in left ventricle of control and MI mice with or without fumarate supplement, *n* = 6, *P* < 0.0001. Values are mean ± SEM, **P < 0.01. Statistical significance was determined by two-tailed Student’s *t*-test (**a**–**g**). Source data are provided in Source Data file.

## Discussion

Various mitochondrial alterations have been implicated in heart diseases, yet due to the complexity and multiplicity of mitochondrial function, their pathological relevance and the underlying mechanistic details remain elusive. Herein, downregulation of SDHAF4 represents one of the key cellular events during cardiac MI insult. Loss of *Sdhaf4* in cardiomyocytes led to a deregulated TCA cycle and abnormal mitochondrial dynamics and eventually resulted in the development of DCM and lethality in mice. Remarkably, supplementing both *Sdhaf4* mutants and MI animals with fumarate, an intermediate of the TCA cycle that was downregulated in the diseased hearts, substantially restored the cardiac function and improve viability of the mice. Deregulated TCA cycle and excessive mitochondrial division have been implicated in multiple human diseases, including cardiomyopathy. Herein, our results not only show that the decrease in fumarate levels and disordered mitochondrial dynamics are causes of cardiac defects but also suggest potential approaches to target these events as promising therapeutic strategies for these diseases.

Mitochondrial respiratory complex II occupies a very unique place in mitochondrial function and metabolism. Although it has been implicated in various human diseases, the pathophysiological relevance of complex II deficiency in the development of cardiomyopathy remains elusive. We found that the abrogation of *Sdhaf4* in cardiac muscle resulted in a defect in complex II assembly and accelerated degradation of SDH subunits, which subsequently impaired mitochondrial function and led to DCM. A G555E mutation in the *SDHA* gene has been reported to cause DCM. Our study further highlights the key role of complex II in cardiac pathogenesis. More importantly, we predict that mutations in genes encoding complex II components, including SDHAF4, and/or dysregulation of their expression may be associated with cardiomyopathy in human patients.

Mitochondria-derived ROS has been suggested to play a central role in cardiac disease pathogenesis, and treatments targeting the mitochondrial ROS pool have been shown to be highly beneficial^5,32^. Mitochondrial ROS are mainly generated by complexes I and III, recently complex II has begun to be recognized as another source^33–35^. The loss of *Sdh8* (the orthologue of mammalian SDHAF4) in *Drosophila* was shown to cause excess ROS production^16^. Herein, we reported that SDHAF4 deficiency in cardiomyocytes impaired complex II activity and induced ROS overproduction and excess mitochondrial protein oxidation. Notably, these deregulations apparently occurred prior to the pathological alterations in the gross structure and morphology of the heart, thereby suggesting that complex II dysfunction may be an initial event in the pathological processes.

The formation of functional complex II requires stepwise interactions of assembly factors, including SDHAF1-4^36,37^. The current model suggests that SDHAF2 binds to SDHA, facilitating its flavination, which then binds to SDHAF4 for the dimerization of SDHA and SDHB. SDHAF1 and SDHAF3 assist in either the insertion or retention of [Fe-S] clusters within SDHB^14,36,37^. The subunits SDHC and SDHD are then incorporated into the holo-complex SDHA-SDHB through an as yet unclear process^38^. These factors act in the common pathway to regulate complex II assembly, yet the functional outcomes of deregulation on each individual subunit are not necessarily the same. These assembly factors may have diverse contributions to clinical pathology through distinct molecular networks, depending on the context, although their dysfunction results in consistent complex II deficiency. Currently, the clinical mutation of *SDHAF1* gene has been shown to be associated with infantile leukoencephalopathy^39–41^. *SDHAF2* mutations have been suggested to contribute to the development of paraganglioma^42,43^. A variant of *SDHAF3* appeared more prevalent in individuals with pheochromocytoma or paraganglioma^44^. However, the pathophysiological role of SDHAF4 protein in mammals currently remains elusive. Herein, we show that SDHAF4, compared to other complex II assembly factors, is more sensitive to cardiac insults. SDHAF4 deficiency in the heart led to severe cardiac abnormalities in mice. The pathogenesis involves several common molecular processes that also occur in disease models, including DCM, thereby suggesting that certain clinical DCM presentations may be associated with mutations or deregulation of *SDHAF4*.

As a direct substrate of SDH, succinate is converted to fumarate, which was present at decreased levels due to the excessive degradation of SDHA in *Sdhaf4* mutant mice. We assume that it is the initial metabolic incident in the development of DCM. In addition to the TCA cycle, fumarate is also involved in the arginine biosynthesis pathway. Fumarate and malate from the TCA cycle are utilized and undergo a series of catalytic reactions for the production of argininosuccinate, which is then converted to arginine and fumarate by argininosuccinate lyase. This process links the mitochondrial TCA cycle to cytosolic amino acid metabolism^24,45,46^. We showed that decreased fumarate levels did not provoke compensatory activation of subsequent enzymes in the TCA cycle or related arginine biosynthesis pathways; instead, downregulation of these two processes, which may lead to severe metabolic inability, was observed. Amino acid metabolism might represent a compensatory pathway that fuels the TCA cycle through anaplerosis. In our metabolic profiling data, the abundances of phenylalanine and tyrosine, which are precursors for the TCA cycle anaplerotic entry point at the level of fumarate, were not significantly altered. 

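In the RNA-seq of the ventricular wall, Gstz1 (MGP_C57BL6NJ_G0020368, chromosome 12, 90573075 to 90589523) fell from 39.8 ± 4.16 CPM in the WT hearts to 24.0 ± 1.23 in the KO hearts (SD, n = 6 in each group), a log2 fold change of -0.73 (standard error 0.07, adjusted p = 1.8e-07 from edgeR's quasi-likelihood test). The span of Gstz1 overlaps Pomt2, so reads in the shared part could belong to either gene. Fah (MGP_C57BL6NJ_G0032940, chromosome 7, 90100029 to 90127447) fell from 26.3 ± 4.81 to 5.14 ± 0.838 CPM, a log2 fold change of -2.35 (standard error 0.13, adjusted p = 7.13e-10). For both genes each KO library lay below each WT library, and with each library left out in turn the log2 fold change stayed between -0.78 and -0.69 for Gstz1 and between -2.43 and -2.28 for Fah.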

Intriguingly, in our gene profiling data, two genes encoding key enzymes in the anaplerosis pathway, glutathione S-Transferase zeta 1(GSTZ1), which catalyzes the conversion of 4-maleylacetoacetate to 4-fumarylacetoacetate, and fumarylacetoacetate hydrolase (FAH), which is required for the hydrolysis of 4-fumarylacetoacetate to produce fumarate, were downregulated in the *Sdhaf4* mutant hearts (Supplementary Fig. 4a). Thus, anaplerosis of fumarate appeared to be attenuated in the mutant hearts and therefore was insufficient to compensate for the TCA cycle defects. Meanwhile, the decreased fumarate was also observed in diseased hearts including MI^12,31^, and supplement of fumarate to both *Sdhaf4* mutants and MI mice could significantly improve their cardiac function indicating that fumarate-associated metabolic dysregulation may be one of the key processes relevant to cardiac pathogenesis.

In addition to metabolic disorders, we showed that Drp1-mediated excessive mitophagy is another important factor contributing to the development of DCM. Drp1 was discovered to be a vital regulator of mitochondrial fission and mitophagy^47,48^. The regulatory role of Drp1 in mitochondrial fission relies on its posttranslational modification status. Phosphorylation at Drp1^s616^ is required for its pro-fission activity^49–52^, whereas Drp1^s637^ phosphorylation inhibits mitochondrial fission^53^. Consistent with these findings, we showed increased p-Drp1^s616^ levels in the hearts of *Sdhaf4* mutant mice at the early postnatal stage along with lower p-Drp1^s637^ levels. This result also supports the TEM observation of increased mitochondrial aggregates in the mutant cardiomyocytes. Moreover, we further showed that increased phosphorylation of Drp1^s616^ was attributed to the activation of the ERK pathway, which apparently was induced by mitochondrial oxidative stress in the mutant hearts. We therefore propose that cardiac SDHAF4 deficiency induces progressive mitochondrial dysfunction manifested as metabolic dysfunction and excessive mitophagy, which eventually leads to the development of DCM.

In our study, targeting two major cellular pathways in *Sdhaf4* mutant mice by administering fumarate or Mdivi-1 improved mitochondrial quality, ameliorated cardiac dysfunction, and substantially restored the viability of the animals. However, the progression of DCM and subsequent heart failure were not completely reversed, thereby suggesting that the development of DCM results from the cumulative effects of complex cellular dysfunction involving additional pathological alterations. Gene expression is considered central to the progression of cardiac diseases. 

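At an adjusted p under 0.05, 4391 of the rows tested were higher and 4376 lower in the KO hearts, together 51.1% of them. The 6 KO and 6 WT libraries did not overlap in 5166 rows, 30.1% of those tested, where chance gives 0.22%. Among rows past both thresholds with no overlap and a mean of at least 5 CPM, Sprr1a (chromosome 3, 96471671 to 96473614) ranked first by the fitted log2 fold change, a value that rests on at most 3 counts in every WT library. It was at 14.6 ± 8.76 CPM (SD, n = 6) in the KO hearts, at least 115-fold higher than 3 counts, a bound that does not settle its order against the next genes. Nmrk2 (chromosome 10, 84711653 to 84715520), whose span overlaps another row, rose from 4.09 ± 0.435 to 605 ± 174 CPM, a log2 fold change of 7.21 (standard error 0.26, adjusted p = 9.93e-10 from edgeR). Thbs4, Fmod and Col9a2 followed with log2 fold changes of 6.62, 6.54 and 5.91. The largest fall was that of Ces1d (chromosome 8, 97963107 to 98001009), from 153 ± 18.6 CPM in the WT hearts to between 0.129 and 2.80 CPM in the KO hearts, a log2 fold change of -6.86 (standard error 0.40, adjusted p = 1e-07). Sbk2, the unannotated locus Novel00549, 1700040L02Rik and Cngb3 had log2 fold changes of -5.07, -4.84, -4.33 and -4.15; Novel00549 overlaps another unannotated locus, Novel00631, and was at 4.17 CPM in KO replicate 3, above the other KO hearts.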

Our RNA-seq data showed that abrogation of *Sdhaf4* led to a drastic and broad deregulation of the transcriptome in the heart. As an assembly factor, SDHAF4 is very unlikely to modulate gene expression directly. However, loss of SDH activity in cardiac muscle led to succinate accumulation, which might subsequently inhibit alpha-ketoglutarate-dependent enzymes, including jumonji domain-containing histone demethylases (dioxygenase). Thus, *Sdhaf4* deficiency may trigger epigenetic alterations and consequently alter gene expression. We tested histone methylation in the mutant hearts. As shown in Supplementary Fig. 4, levels of methylated H3K4, H3K27, and H3K9 were indeed increased in the *Sdhaf4* mutant hearts. We assume that excess succinate may inhibit the activity of DNA demethylases and that DNA methylation is altered by the abrogation of *Sdhaf4*. Further investigations of these underlying processes will not only provide additional insights into the pathogenic mechanisms but also help to develop potential therapeutic interventions targeting these molecular events to treat heart diseases.

Taken together, the pathological involvement of SDHAF4 was studied in mice to determine its essential role in maintaining cardiac function. As a recently discovered complex II assembly factor, SDHAF4 expression was shown to be sensitive to stress. Deficiency of SDHAF4 disrupted complex II assembly and promoted the degradation of SDH units, thereby progressively leading to metabolic dysfunction and excess mitophagy, which eventually resulted in DCM and heart failure. Furthermore, we showed that interventions targeting mitochondrial metabolism and dynamics served as an effective strategy for improving cardiac function. The physiological evaluation of the SDHAF4 protein in mice provides more insights into complex II deficiency-associated DCM development and clinical practice.

## Methods

### Antibodies and reagents

Antibodies against GAPDH (5174s), VDAC (4866), SDHA (11998s), TFAM (8076), Citrate Synthase (14309), ACO2 (6571), IDH2 (56439), OGDH (26865), Succinyl-CoA Synthetase (8071s), Fumarase (4567s), MDH2 (11908), Phospho-Drp1 (Ser616) (3455), Phospho-Drp1 (Ser637) (4867), Drp1 (8570), OPA1 (80471 s), LC3B (3868), AMPKα (5832), p-AMPKα (8208), SDHAF2 (45849), and Histone H3 (4499) were obtained from Cell Signaling Technology (Danvers, MA) and used at the dilution of 1:2000. Anti-mouse IgG (H + L), F(ab’)2 Fragment (Alexa Fluor® 488 Conjugate) (4408) and Anti-rabbit IgG (H + L), F(ab’)2 Fragment (Alexa Fluor® 555 Conjugate) (4413) were obtained from Cell Signaling Technology and used at dilution of 1:200. Antibodies against mitochondrial NDUFA9 (PA5-83598), UQCRC1 (459140), COX4 (MA5-15078), and ATP5A (459240) were purchased from Life Technologies (Waltham, MA) and used at the dilution of 1:2000. Antibodies against SDHB (178423), SDHAF4 (122196), SDHAF1 (185222), SDHC (155999), FIS1 (71498), and SDHD (189945) were purchased from Abcam (Cambridge, UK) and used at dilution of 1:2000. Antibody SDHAF3 (NBP2-14259), HIF1α (NB100-105) and PGC1α (NBP1-04676) were purchased from Novus Biologicals (Centennial, CO) and used at the dilution of 1:2000. Antibodies H3K4me1 (39635), H3K27me2 (39920), H3K9me2 (39041) and H3K9me3 (61013) were purchased from Active motif (Carlsbad, CA) and used at dilution of 1:1000. Antibodies ubiquitin (8017), MFN1 (166644), MFN2 (515647), and SQSTM1 (28359) were purchased from Santa Cruz Biotechnology (Santa Cruz, CA) and used at dilution of 1:1000. Protein oxidative modification detect kit (OxyBlot Protein Oxidation Detection Kit) (s7150) was purchased from Sigma-Aldrich (St. Louis, MO). Cell-permeable mitochondrial division Drp1 inhibitor Mdivi-1 (144589) was purchased from Abcam (Cambridge, UK). Cell culture medium was purchased from Life Technologies (Waltham, MA). Other reagents used in this study were purchased from Sigma (St. Louis, MO).

### Animals

Cre/loxP system was employed to achieve tissue-specific transgenic mice. *Sdhaf4*-floxed mice (homozygous referred as *Sdhaf4*^fl/fl^, heterozygous referred as *Sdhaf4*^fl/-^) were generated by Beijing Biocytogen Co. Ltd. Briefly, two sgRNAs were designed to mediate the insertion of two loxP sites franking a ~3 kb chromosomal region (exon 1-2) at the *Sdhaf4* locus in the mouse genome. All the mice were in C57BL/6 J background and backcrossed at least seven generations. *Ckmm*-cre (No. 006475) mice and *Mer-*CreMer (*Myh6*-cre/Ers1*, No. 005657) were purchased from Jackson Laboratory. *Ckmm*-cre mice were crossed with *Sdhaf4*^fl/fl^ mice to generate skeletal and cardiac muscle-specific knockout mice (*Sdhaf4*^fl/fl, *Ckmm*-Cre^, *Sdhaf4*^fl/-, *Ckmm*-Cre^ referred as homozygous and heterozygous knockout, respectively). The littermates *Sdhaf4*^fl/fl^ mice were used as control group. Similarly, cardiac myocytes-specific knockout mice were achieved through crossing *Sdhaf4*^fl/fl^ mice with *Mer-*CreMer mice. Homologous recombination was achieved by intraperitoneally injecting of tamoxifen. The littermates *Sdhaf4*^fl/fl, *Mer*-CreMer^ mice that were intraperitoneally injected with corn oil were used as control. For the intervention study, *Sdhaf4*^fl/fl, *Ckmm*-Cre^ mice were daily injected with Mdivi-1 (Sigma-Aldrich, M0199) dissolved in DMSO at the dose of 50 mg/kg bodyweight, and *Sdhaf4*^fl/fl, *Ckmm*-Cre^ mice injected with DMSO were used as control. The supplement of sodium fumarate dibasic (Sigma-Aldrich, F1506) to *Sdhaf4*^fl/fl, *Ckmm*-Cre^ mice were through drinking water at the dose of 2 g/L. All the treatments were started at age of 4 weeks old, physiological and biochemical indicators were detected after 3 weeks of treatment. Survival rates were calculated through continuous supplement. Mice were fed in a temperature- and light/dark cycle-controlled animal room with free access to food and water. The protocol was approved by the Animal Care and Use Committee of the School of Life Science and Technology, Xi’an Jiaotong University (No.2017-0025). All investigations were carried out in terms of the United States Public Health Services Guide for the Care and Use of Laboratory Animals.

### Myocardial infarction

Myocardial infarction (MI) of C57Bl/6 mice at age of 8 weeks was induced as previously described^17^. Briefly, general anesthesia was performed with 1-2% isoflurane and maintained on a ventilator. The heart was exposed to a left open thoracotomy, and the left anterior descending branch (LAD) was ligated with a 6-0 polyester thread 1 mm from the normal position of the left pinna tip. The surgical wound was sutured, and animals were allowed to recover. For the fumarate supplementation, the sodium fumarate dibasic (Sigma-Aldrich, F1506) was admitted to Sham and MI group at the dose of 2 g/L through drinking water 1 day prior to the surgery and lasted 7 days after the surgery.

### Echocardiography

The mice were anaesthetized via the continuous inhalation of a mixture of isoflurane (1.5%) and oxygen. Cardiac ultrasound was performed using a Visual Sonics Vevo 770 Imaging System with a 30-MHz frequency transducer (VisualSonics Inc., Toronto, Ontario, Canada). M-mode echocardiographic images were recorded. LV mass, LV, EF, and FS were calculated according to the standard formulae.

### Histology

Mouse hearts were collected, fixed with 4% paraformaldehyde, underwent tissue processing and embedded in paraffin. H/E, Masson and Sirius Red stainings of tissue sections (3–4 μm) were carried out using standard protocols.

### Electron microscopy

Transmission electron microscopy (TEM) for morphological analysis was performed at the Instrument Analysis Center, Xi’an Jiaotong University, according to standard operating procedures. Briefly, fresh ventricular wall tissue was fixed in TEM fixing buffer (2.5% glutaraldehyde in phosphate buffer) overnight at room temperature. Ultrathin sections were mounted onto a copper grid and stained with uranyl acetate and lead citrate, imaged with a JEOL 1400 transmission electron microscope.

### Mitochondrial isolation and measurement of complex activities

Mitochondria were extracted from the fresh left ventricular wall tissue following published protocol^54,55^. About 200 mg tissue was cut into small pieces with scissors and homogenized in ice-cold mitochondria extraction buffer (MEB) (225 mmol mannitol, 75 mmol sucrose, 1 mmol EGTA, 20 mmol HEPES-KOH and 0.5% free fatty acids-free BSA [pH 7.4]) using a polytron homogenizer (Kinematica, PT3100, Malters, Switzerland). The homogenate samples were centrifuged at 800 × *g* for 10 min at 4 °C. The supernatant was collected to a new 1.5 ml conical tube and centrifuged at 12,000 × *g* for 15 min at 4 °C. The supernatant was discarded, and the pellet was resuspended by MEB and centrifuged at 12,000 × *g* for 15 min at 4 °C to wash the mitochondria twice, the last time washed by the MEB without BSA. Mitochondria were resuspended in MEB (without BSA). The concentration of the mitochondria was determined by the Compat-Able™ BCA Protein Assay Kit (Thermo Scientific™, No. 23229).

The activity of the complexes on ETC was performed according to methods previously described^56^. Briefly, complex I catalyzes the production of reducing CoQ, which can undergo quantitative non-enzyme-catalyzed chemical reaction with DCIP (2,6-Dichlorophenolindophenol) to make the color of reaction solution (50 mM Tris-HCl, pH8.1, 0.35% free fatty acids-free BSA, 1 μM antimycin A, 0.2 mM sodium azide, 50 μM CoQ, 50 μM DCIP, and 0.2 mM NADH to starting the reaction) containing DCIP gradually fade. The color fading rate of reaction solution was monitored to characterize the catalytic activity of complex I. The same principle was used to monitor the rate at which complex II catalyzes the production of reducing CoQ, and this rate characterized the catalytic activity of complex II with reaction solution (50 mM K_3_PO_4_, pH 7.8, 2 mM EDTA, 0.1% free fatty acids-free BSA, 3 μM rotenone, 1 μM antimycin A, 0.2 mM sodium azide, 200 μM ATP, 50 μM CoQ. 50 μM DCIP, and 10 mM sodium succinate to starting the reaction). The reaction rate of cytochrome *c* reduced by ubiquinol cytochrome *c* reductase was used to characterize the enzyme activity of complex III (reaction solution, 50 mM Tris-HCl, pH 7.8, 0.2 mM sodium azide, 0.05% tween-20, 0.01% free fatty acids-free BSA, 50 mM decylubiquinol, 50 μM cytochrome *c*). The rate at which reduced cytochrome *c* was oxidized by cytochrome *c* oxidase to characterize the enzyme activity of complex IV (reaction solution, 50 mM K_3_PO_4_, pH 7.0, 0.01% free fatty acids-free BSA, 0.2% tween-20, 50 μM reduced cytochrome *c* to starting the reaction). ATP synthase activity detection adopted the principle of enzyme cascade reaction that ATP synthase used the energy generated by succinic acid through successive enzymatic catalytic reaction, and then in the presence of ADP and inorganic phosphoric acid, the generated ATP was used by hexokinase to synthesize glucose-6-phosphate. The glucose-6-phosphate dehydrogenase subsequently converted NADP + to NADPH in the presence of glucose-6-phosphate, thus detecting the changes rate in the amount of NADPH to reflecting ATP synthase activity (reaction solution, 10 mM HEPES, pH8.0, 20 mM glucose, 3 mM MgCl_2_, 0.75 mM NADP^+^, 20 mM sodium succinate, 5 U hexokinase, 2.5 U glucose-6-phosphate dehydrogenase, 10 mM K2HPO4, and 1 mM ADP to starting the reaction).

### Oxygen consumption rate (OCR) assay

Equal amount of isolated mitochondrion were distributed in microplates (Seahorse Bioscience, Billerica, MA). After treating with mitochondrial inhibitors (1 μM antimycin A, 0.5 μM FCCP and 1 μM oligomycin), the OCR was detected using an extracellular flux analyzer (Seahorse Bioscience, Billerica, MA). Basal respiration represented the baseline of the oxygen consumption value before the injection of the mitochondrial inhibitors. Maximal respiration represented the maximum OCR value after injection of FCCP. Spare respiratory capacity was calculated by recording the OCR response to FCCP and dividing the value by the basal respiration. The actual value of OCR was adjusted according to the cellular protein concentration.

### ATP determination

Relative ATP levels in cardiac tissues were analyzed following manufacture instruction of commercial ATP assay kit (Beyotime, S0026, China). Briefly, 500 μL lysis buffer from ATP detection kit was add to 50 mg fresh heart tissue and then ultrasonicated. The lysate was centrifuged at 12,000 × *g*  for 5 min at 4 °C. The supernatant was then transferred to a new sterile tube for ATP test.

### Cell culture

Rat H9C2 cells (ATCC®CRL-1446™) and mouse C2C12 cells (ATCC® CRL-1772™) were cultured in growth medium consisting of DMEM supplemented with 10% fetal bovine serum (FBS and 1% Penicillin/Streptomycin). Cell cultures were maintained at 37 °C in a humidified atmosphere of 95% air and 5% CO_2_. Cell medium was changed every 2 days.

### Plasmids

*Sdhaf4* shRNA were constructed targeting three different coding sequences. *Sdhaf4* overexpression construct was generated by PCR amplification from cDNA derived from C2C12 cells. pLVX-Puro-mtKeima plasmid was kindly provided by Dr. Xin Pan (Institute of Basic Medical Sciences, National Center of Biomedical Analysis). Plasmid transfection was performed using Lipofectamine 3000 (Invitrogen, L3000150) according to the manufacturer’s instructions.

### Metabolomics

Ventricular wall tissue samples were delivered to Metabo-Profile R&D Laboratory (Shanghai, China) in dry ice for metabolomics analysis. Simply, the frozen samples were mixed with 25 mg of pre-chilled zirconium oxide beads and 10 μL of internal standard. Each aliquot of 50 μL of 50% pre-chilled methanol were added for automated homogenization (BB24, Next Advance, Inc., Averill Park, NY, USA). The supernatant was collected by high-speed centrifugation (14,000 × *g*, 4 °C, 20 min). Each aliquot of 175 μL of pre-chilled methanol/chloroform (*v*/*v* = 3/1) was added to the samples and fully mixed. High-speed centrifugation (14,000 × *g*, 4 °C, 20 min) to collected supernatant, 200 μL to an autosampler vial and the residual supernatant was pooled to make quality control samples. The FreeZone freeze dryer (Labconco, Kansas City, MO) was employed to dry the samples. The dried sample was derivatized with 50 μL of methoxyamine (20 mg/mL in pyridine) at 30 °C for 2 h, followed by the addition of 50 μL of MSTFA (1% TMCS) containing FAMEs as retention indices at 37.5 °C for another 1 h using the sample preparation head. In parallel, the derivatized samples were injected with sample injection head after derivatization. Metabolites in the study samples were annotated with mammalian metabolite database *JiaLib*^*TM*^ using a strict matching algorithm incorporated in XploreMET software (Version 2.0) that used both retention times and fragmentation patterns in the mass spectrum. Student t-test (T-test) was used to determine whether the two sets of data are significantly different or not. The calculated fold change of 1.5 or p-value of 0.05 was chosen for statistical significance, the raw data were provided in Supplementary data 2.

### Transcriptomics

Fresh ventricular wall tissue samples were chopped in Trizol (Invitrogen, 15596018) and delivered to Novogene Co., Ltd., (Beijing, China) in dry ice for RNA-seq analysis. Briefly, mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. Reference genome and gene model annotation files were downloaded from genome website directly. HTSeq v0.9.1 was used to count the reads numbers mapped to each gene. 

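The authors' deposited table gives an adjusted p for 27883 rows, the rows with at least 1 count, and at an adjusted p under 0.05 it lists 3841 rows as higher and 3828 as lower in the KO hearts. Of these, 7117 also had an adjusted p under 0.05 in edgeR's quasi-likelihood test with the same direction.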

Genes with an adjusted *P*-value < 0.05 found by DESeq were assigned as differentially expressed. 

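In the authors' deposited table, 1058 rows were higher and 983 lower at an adjusted p under 0.005 with an absolute log2 fold change over 1. With 0.01 in place of 0.005, the authors' deposited table gives 1117 higher and 1035 lower. The rows called by edgeR at 0.005 and by the authors' deposited table at 0.005, both with an absolute log2 fold change over 1, had 1709 in common.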

Corrected *P*-value of 0.005 and log2 (Fold change) of 1 were set as the threshold for significantly differential expression.

### Western blot

The left ventricular wall tissue was homogenized in lysis buffer (20 mM Tris, pH 7.5, 150 mM NaCl, 1% Triton X-100 and 1 mM PMSF) supplemented with Protease Inhibitor Cocktail (Roche). The supernatant was collected by high-speed centrifugation (12,000 × *g*) at 4 °C, using BCA method to measure concentration, and mixed with 4× SDS loading buffer (150 mM Tris-HCl, pH 6.8, 12% SDS, 30% glycerol, 0.02% bromophenol blue, 6% 2-mercaptoethanol). The samples were boiled for 10 min. Forty micrograms of protein from each sample was separated using 8%–15% gels by SDS-PAGE and transferred to a nitrocellulose membrane. After blocking with 5% nonfat milk in PBS (pH 7.4), the membranes were incubated with primary antibodies against at 4 °C overnight and visualized by chemiluminescent HRP substrate (Immun-Star HRP, BIO-RAD). Images were quantified using densitometric measurements by Clinx chemi analysis software (Clinx Science Instruments, Shanghai, China, Version 2.1.1.8).

### Immunoprecipitation

Total proteins were collected from fresh tissues using western and immunoprecipitation lysis buffer (Beyotime, Jingsu, China). To avoid nonspecific binding, lysates were precleared with protein G Sepharose beads (GE Healthcare, NJ). Protein G Sepharose beads were subsequently removed via centrifugation for 10 min at 4 °C, and supernatants were incubated with appropriate antibodies for 1 h at 4 °C and then with fresh protein G Sepharose beads overnight at 4 °C with gentle rotation. Samples were finally washed three times with IP lysis buffer, resuspended in SDS sample buffer, boiled, and centrifuged for 5 min. Supernatants were further analyzed by western blot analysis.

### Protein carbonylation assay

Fresh tissue homogenate was generated by fresh left ventricular wall in cell lysis buffer (20 mM Tris, pH 7.5, 150 mM NaCl, 1% Triton X-100). The homogenate samples were centrifuged at 800 × *g* for 10 min at 4 °C. Collected the supernatant to a new 1.5 ml conical tube and centrifuged at 12,000 × *g* for 15 min at 4 °C, collect the supernatant and pellet separately determined as cytoplasmic and mitochondrial proteins, using BCA method to unified concentration. Protein carbonyls in soluble proteins were assayed using an OxyBlot Protein Oxidation Detection Kit (Cell Biolabs, San Diego, CA). Protein carbonyls were labeled with 2,4-dinitrophenylhydrazine and detected by western blot analysis. As a loading control, equal amounts of samples were subjected to 10% SDS-PAGE and stained with Coomassie brilliant blue.

### Blue native PAGE

Blue native PAGE (BN-PAGE) testing was performed as previously described^57^. Briefly, mitochondria were extracted from the fresh left ventricular wall tissues and the concentration was unified by BCA method. Samples were mixed with native PAGE sample buffer to 1x final concentration and were loaded onto native PAGE gels alongside native marker standard and then the gels were run for 2 h to western blot analysis.

### mRNA extraction and qPCR

Total RNA was isolated from cardiac tissues with TRIzol Reagent (Sigma-Aldrich, St. Louis, MO, Cat # T9424) and reverse-transcribed into cDNA with PrimeScript RT Master Mix (TaKaRa, DaLian, China, Cat # RR047A), followed by semi-quantitative real-time PCR with particular primers. The 2^–ΔΔCT^ method was used to analyze the data, and 18 S rRNA was adopted as a housekeeping gene to normalize the data. The results were presented as relative value to the control group. The primers adopted in real-time PCR were listed in Supplementary data 1.

### Statistical analysis

Data were analyzed with GraphPad Prism software (V5 & V7) and presented as the mean ± standard error of the mean (SEM). Pairwise comparisons were analyzed using two-tailed Student’s *t-*test. Log-rank Mantel-Cox testing was performed for survival analysis. Other data were analyzed using one-way ANOVA with Tukey’s multiple comparison test. In all cases, *P* < 0.05 was considered significant.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Peer Review File

Reporting Summary

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

## Data Availability

The data supporting the finding of this study are available within the manuscript and its supplementary information. The RNA-Seq data generated in this study have been deposited in NCBI Gene Expression Omnibus under accession code GSE163809. The metabolomics raw data generated in this study have been deposited in MetaboLights under accession code MTBLS4579. Transcriptomic data from human hearts generated by deep sequencing are available from NCBI Gene Expression Omnibus under accession code GSE135055. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Cardiac disruption of SDHAF4-mediated mitochondrial complex II assembly promotes dilated cardiomyopathy
**Source:** Nat Commun. 2022 Jul 8;13:3947. doi: 10.1038/s41467-022-31548-1
**Supplement:** Supplementary file 2 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                                   |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | The data of confocal microscopy were collected using ZEN 2012 blue edition (ZEISS, Jena, Germany). Metabolomics GC-MS full spectrum analysis automatic metabolite identification and statistical analysis was used XploreMET 2.0 software (Metabo-Profile, Shanghai, China)                                                                                                          |
| Data analysis   | Statistical analysis were performed with GraphPad Prism GraphPad Prism software (V5 & V7). Metabolomics GC-MS full spectrum analysis automatic metabolite identification and statistical analysis was used XploreMET 2.0 software (Metabo-Profile, Shanghai, China). The strips of western blots were analyzed using ClinX chemi analysis (ClinX, Shanghai, China, Version 2.1.1.8). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

RNA-Seq data generated during the study have been deposited in NCBI Gene Expression Omnibus (accession number GSE 163809). The data that support the finding of this study are available from NCBI Gene Expression Omnibus (accession number GSE 135055). Source data and other supporting informations are provided with this paper.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were not pre-determined based on statistical analysis. We were based on our previous experience with relevant publications cited in the manuscript such as Wu S, et al. (Circulation 139, 1913-1936). For animal studies which usually cause the high variability in commonly, we typically used $n \geq 6$ ; For assays in which variability is commonly low, we typically used $n < 6$ . Experimental approach, availability and feasibility required to obtain statistically significant results were also taken in consideration. |
| Data exclusions | No data were excluded.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Replication     | For each animal experiment, at least three volumes were analyzed per animal, and at least 3 animals were used per condition. For each cellular experiment, at least three independent trials were performed per condition. Replication of experiments was successful.                                                                                                                                                                                                                                                                              |
| Randomization   | All the mice were randomly selected and/or randomly grouped. For in vitro experiments, samples were randomly allocated to each group, and subsequently handled and processed identically.                                                                                                                                                                                                                                                                                                                                                          |
| Blinding        | The investigators who performed the echocardiography analysis and cardiac injury surgeries were blinded to group allocation. Investigators were blinded during tissue collection and processing. The investigators who performed the biochemical analysis of the tissue were only informed of the numbering, not the group allocation. Similar procedures applied in cell experiments.                                                                                                                                                             |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

Antibodies used

The antibodies used were as follows:  
 GAPDH (Cell signaling, Cat. #5174s, 1:2000); VDAC (Cell signaling, Cat#4866, 1:2000); TFAM (Cell signaling, Cat#8706, 1:2000); CS (Cell signaling, Cat#14309, 1:2000); ACO2 (Cell signaling, Cat#6571, 1:2000); IDH2 (Cell signaling, Cat#56439, 1:2000); OGDH (Cell signaling, Cat#26865, 1:2000); SCS (Cell signaling, Cat#8071s, 1:2000); FH (Cell signaling, Cat#4567s, 1:2000); MDH2 (Cell signaling, Cat#11908, 1:2000); p-DRP1 (Ser616) (Cell signaling, Cat.#3455, 1:2000); p-DRP1(Ser637) (Cell signaling, Cat.#4867, 1:2000); DRP1 (Cell signaling, Cat.#8570, 1:2000); LC3B(Cell signaling, Cat.#3868, 1:2000); ERK (Cell signaling, Cat.#4695, 1:2000); p-Erk (Cell signaling, Cat.#4370, 1:2000); OPA1 (Cell signaling, Cat.#80471s, 1:2000); SDHA (Cell signaling, Cat.#11998s, 1:2000); AMPK (Cell signaling, Cat.#5832, 1:2000); p-AMPK (Cell signaling, Cat.#8208, 1:2000); SDHAF2 (Cell signaling, Cat.#45849, 1:2000); Histone H3 (Cell signaling, Cat.#4499, 1:2000); SDHB (Abcam, Cat.#178423, 1:2000); SDHAF1 (Abcam, Cat.#185222, 1:2000); SDHAF4 (Abcam, Cat.# 122196, 1:2000); SDHC (Abcam, Cat.#155999, 1:2000); SDHD (Abcam, Cat.#189945, 1:2000); FIS1 (Abcam, Cat.#71498, 1:2000); SDHAF3 (Novus, Cat.#NBP2-14259, 1:2000); HIF1 $\alpha$  (Novus, Cat.# NB100-105, 1:2000); PGC-1 $\alpha$  (Novus, Cat.# NBP1-04676, 1:2000); H3K4me1 (Active motif, Cat.# 39635, 1:1000); H3K27me2 (Active motif, Cat.#39920, 1:1000); H3K9me2 (Active motif, Cat.#39041, 1:1000); H3K9me3 (Active motif, Cat.#61013, 1:1000); Ubiquitin (Santa Cruz, Cat.#8017, 1:1000); MFN1 (Santa Cruz, Cat.#166644, 1:1000); MFN2 (Santa Cruz, Cat.#515647, 1:1000); SQSTM1 (Santa Cruz, Cat.#8359, 1:1000); NDUFA9 (Invitrogen, Cat.#PA5-36993, 1:2000); UQCRC1 (Invitrogen, Cat.#459140, 1:2000); COX4 (Invitrogen, Cat.#MA5-15078, 1:2000); ATP5A (Invitrogen, Cat.#459240, 1:2000); Anti-mouse IgG (H+L), F(ab')<sub>2</sub> Fragment (Alexa Fluor® 488 Conjugate) ( Cell signaling, Cat.#4408, 1:200); Anti-rabbit IgG (H+L), F(ab')<sub>2</sub> Fragment (Alexa Fluor® 555 Conjugate) ( Cell signaling, Cat.#4413, 1:200).

## Validation

All antibodies were purchased from commercial sources and have been validated in previously published studies, e.g. Nature (PMID: 32494005) and J Clin Invest (PMID:34591791). All validation statements, citations, antibody details can be found on manufacturer's website. Positive and negative controls were also adopted for validation of antibody data, and several dilutions were tested for each antibody. For instance, the anti-SDHAF4 antibody was validated using SDHAF4-CKO mice.

Cell Signaling Technology validation statement: Western blotting remains one of the most common scientific methods for monitoring protein expression in cells or tissue. The accuracy of western blot results relies heavily of the quality of the primary antibody employed in the immunoblotting. Cell Signaling Technology (CST) provides the highest quality primary and secondary antibodies available for western blotting. CST™ antibodies are produced in-house and validated extensively according to a rigorous protocol.

Abcam validation statement: Antibodies are validated in western blot using lysates from cells or tissues that we have identified to express the protein of interest. Once we have determined the right lysates to use, western blots are run and the band size is checked for the expected molecular weight. We will always run several controls in the same western blot experiment, including positive lysate and negative lysate. When possible, we also include knock-out (KO) cell lines as a true negative control for our western blots. We are always increasing the number of KO-validated antibodies we provide. In addition, we run old stock alongside our new stock. If we know the old stock works well, this also acts as a suitable positive control.

Active Motif offers a wide variety of high quality antibodies for studying histone and DNA modifications, transcription factors, nuclear receptors, and more. Our antibodies are manufactured in-house, where they undergo rigorous developmental and validating procedures to ensure their quality and performance. These antibodies are validated for use in many applications, such as chromatin immunoprecipitation (ChIP), ChIP-Seq, immunoblot, and immunofluorescence.

## Eukaryotic cell lines

Policy information about [cell lines](#)

|                                                                      |                                                                                                                                |
|----------------------------------------------------------------------|--------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | Rat H9c2 and mouse C2C12 cells were all purchased from the ATCC (Manassas, VA, USA).                                           |
| Authentication                                                       | The cell lines were authenticated by the vendor. We did not perform any validation except for visual evaluation of morphology. |
| Mycoplasma contamination                                             | These cell lines were tested negative for mycoplasma contamination.                                                            |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | No misidentified cell lines were used in the study.                                                                            |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | All mice were maintained on standard chow diet at a constant temperature of 23 °C and humidity of 50% under an artificial 12 h light and 12 h dark cycle with ad libitum access to water in the SPF animal house. Cre/lox system was employed to achieve tissue-specific transgenic mice. Sdhaf4 floxed mice (homozygous referred as Sdhaf4fl/fl, heterozygous referred as Sdhaf4fl/-) were generated by Beijing Biocytogen Co. Ltd. Briefly, two sgRNAs were designed to generate a ~3kb chromosomal deletion (exon 1-2) at the Sdhaf4 locus in the mouse genome. All the mice were in C57BL/6J background and backcrossed at least 7 generations. Ckmm-cre (No. 006475) mice and Myh6-cre/Ers1* (No. 005657) were purchased from Jackson Laboratory. Ckmm-cre were crossed with Sdhaf4fl/fl mice to generate skeletal and cardiac muscle specific knockout mice (Sdhaf4fl/fl, Ckmm-Cre, Sdhaf4fl/-, Ckmm-Cre referred as homozygous and heterozygous knockout). The littermates Sdhaf4fl/fl mice were used as control group. Similarly, cardiac myocytes specific knockout mice were achieved through crossing Sdhaf4fl/fl mice with Myh6-cre mice. Homologous recombination was achieved by intraperitoneally injecting of tamoxifen at 8 weeks old. The littermates Sdhaf4fl/fl, Mer-CreMer mice which were intraperitoneally injected with corn oil were used as control. For the intervention study, Sdhaf4fl/fl, Ckmm-Cre mice were daily injected with Mdivi-1 (Sigma-Aldrich, M0199) dissolved in DMSO at the dose of 50 mg/kg bodyweight, and Sdhaf4fl/fl, Ckmm-Cre mice injected with DMSO were used as control. The supplement of sodium fumarate dibasic (Sigma-Aldrich, F1506) to Sdhaf4fl/fl, Ckmm-Cre mice were through drinking water at the dose of 2 g/L. All the treatments were started at age of 4 weeks old, physiological and biochemical indicators were detected after 3 weeks of treatment. Survival rates were calculated through continuous supplement, both male and female. Echocardiography was used to detect the control, heterozygous knockout and homozygous knockout mice at 8 weeks old of CKMM-Flox mice. Male mice aged 3 weeks or 8 weeks were used for molecular biological analysis and omics analysis. For the MI mode, all mice were used C57BL/6 male at 8 weeks old to surgery. |
| Wild animals            | No wild animals were used in the study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                        |
| Field-collected samples | No field-collected samples were used in the study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
| Ethics oversight        | For animal study, the protocol was approved by the Animal Care and Use Committee of the School of Life Science and Technology, Xi'an Jiaotong University (No. 2017-0025). All procedures were performed in accordance with the United States Public Health Services Guide for the Care and Use of Laboratory Animals, and all possible efforts were made to minimize the stress and number of animals utilized in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Supplementary material for: Cardiac disruption of SDHAF4-mediated mitochondrial complex II assembly promotes dilated cardiomyopathy
**Source:** Nat Commun. 2022 Jul 8;13:3947. doi: 10.1038/s41467-022-31548-1
**Supplement:** Supplementary file 3 — Supplementary Information

**Supplementary Information:** Cardiac disruption of SDHAF4-mediated mitochondrial complex II assembly promotes dilated cardiomyopathy

Z. Feng et al.

## Supplementary Figure 1

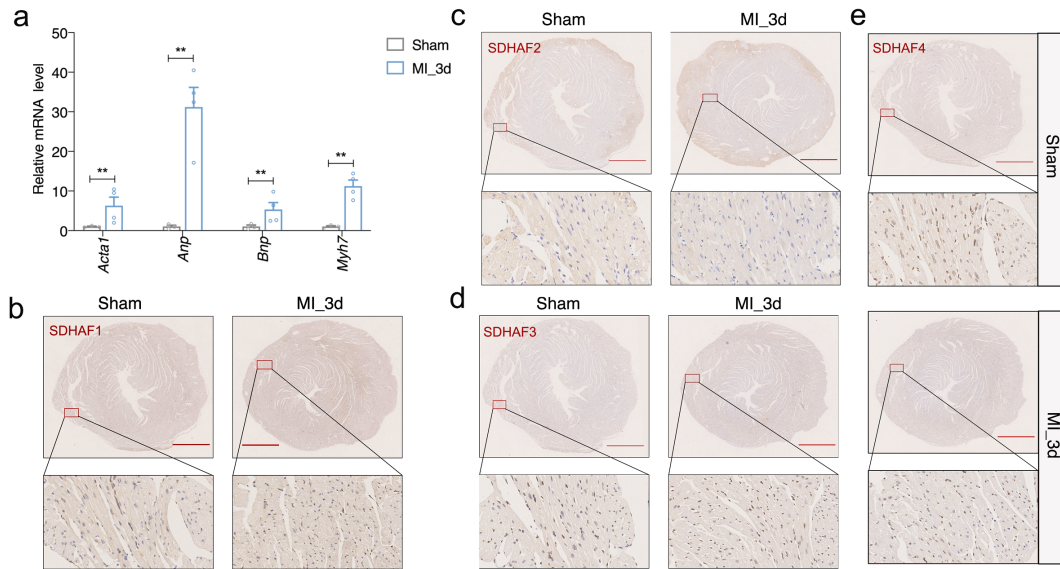

### Supplementary Figure 1. Downregulated SDHAF4 expression in myocardial infarction (MI)

**mice. a**, Relative expression of hypertrophic and fibrotic associated genes in control and MI mice at day 3 after the surgery (Sham, n=3; MI\_3d, n=4,  $P < 0.0001$ ). **b-e**, Immunohistochemistry staining of SDHAF1/2/3/4 in the control and MI mice at day 3 after the surgery, scale bar, 3 mm. Values are mean  $\pm$  SEM, \*\* $P < 0.01$ . Statistical significance was determined by two-tailed Student's *t*-test (**a**). Source data are provided in Source Data file.

## Supplementary Figure 2

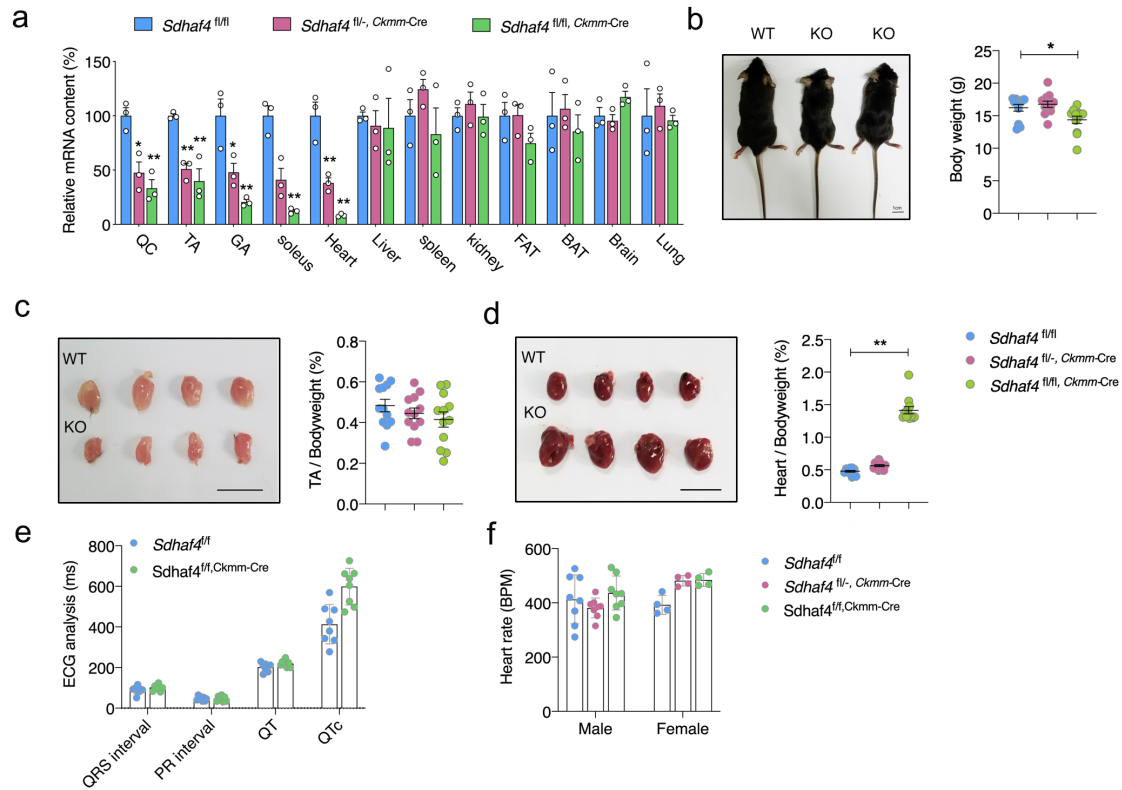

**Supplementary Figure 2. Characterization of muscle *Sdhaf4* knockout mice.** **a**, mRNA levels of *Sdhaf4* in tissues of *Sdhaf4*<sup>fl/fl</sup> (WT), heterozygous KO (*Sdhaf4*<sup>fl/-, Ckmm-Cre</sup>), and homozygous mutant (*Sdhaf4*<sup>fl/fl, Ckmm-Cre</sup>, or KO) mice, n=3,  $P=0.013$ , 0.003, 0.001, 0.006, 0.007, 0.013, 0.0006, 0.009, 0.001. **b-d**, Body weight, ratio of tibialis anterior (TA) muscle and heart weight ( $P=0.02$ ) of mice at 8 weeks old, n=12, image showing only WT and homozygous KO mice, scale bar, 1 cm. **e**, ECG analysis of WT, homozygous *Sdhaf4* KO mice at the age of 8 weeks (QRS interval, PR interval, QT, and QTc), n=8. **f**, Heart rate of WT, heterozygous, and homozygous *Sdhaf4* KO mice during echocardiography study, n=8. Values are mean  $\pm$  SEM, \* $P < 0.05$ , \*\* $P < 0.01$ . Statistical significance was determined by two-tailed Student's *t*-test (**a**). Source data are provided in Source Data file. QC: quadriceps; GA: gastrocnemius; TA: tibia anterior.

## Supplementary Figure 3

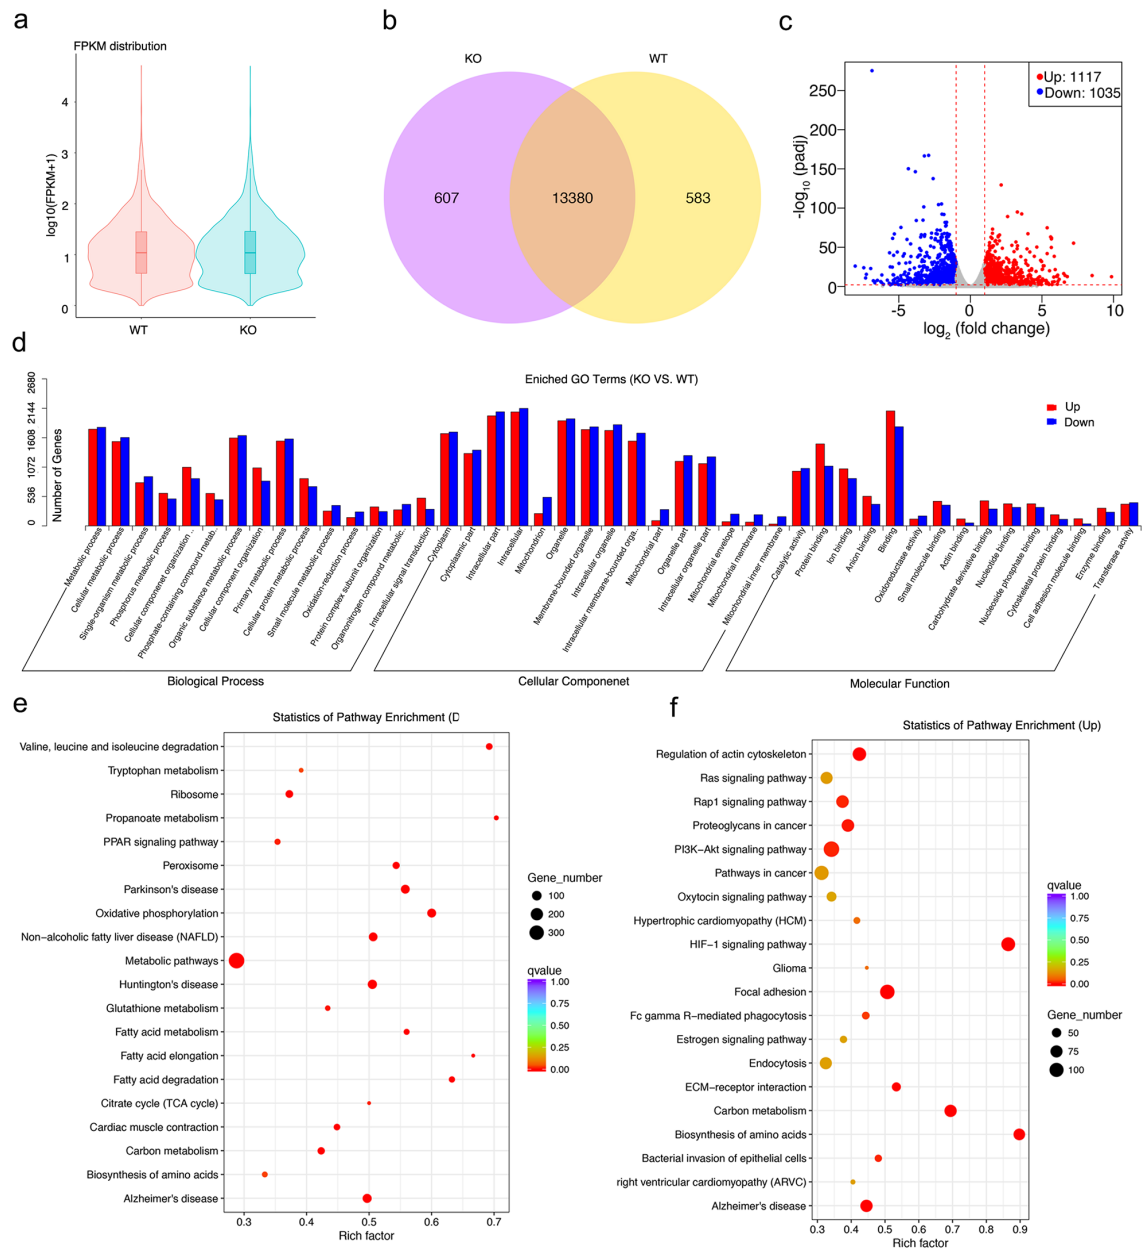

**Supplementary Figure 3. RNA-sequencing analysis of WT and *Sdhaf4* mutant (*Sdhaf4*<sup>fl/fl</sup>, *Ckmm*-**

**Cre**, or KO) mice. **a-f**, RNA-sequencing analysis of left ventricles of WT and *Sdhaf4*-KO mice:

Violin plot representing distribution of FPKM values, the five characteristic values indicate maximum, upper quartile, mid-value, lower quartile, and minimum, respectively (**a**); Venn diagram analysis(**b**); Volcano plot (**c**); The top 15 enriched GO terms of biological process, cellular

component and molecular function (d); Scatterplot of KEGG analysis representing top 20 down regulated pathway (e); Scatterplot of KEGG analysis representing top 20 up regulated pathway (f), n=6.

#### Supplementary Figure 4

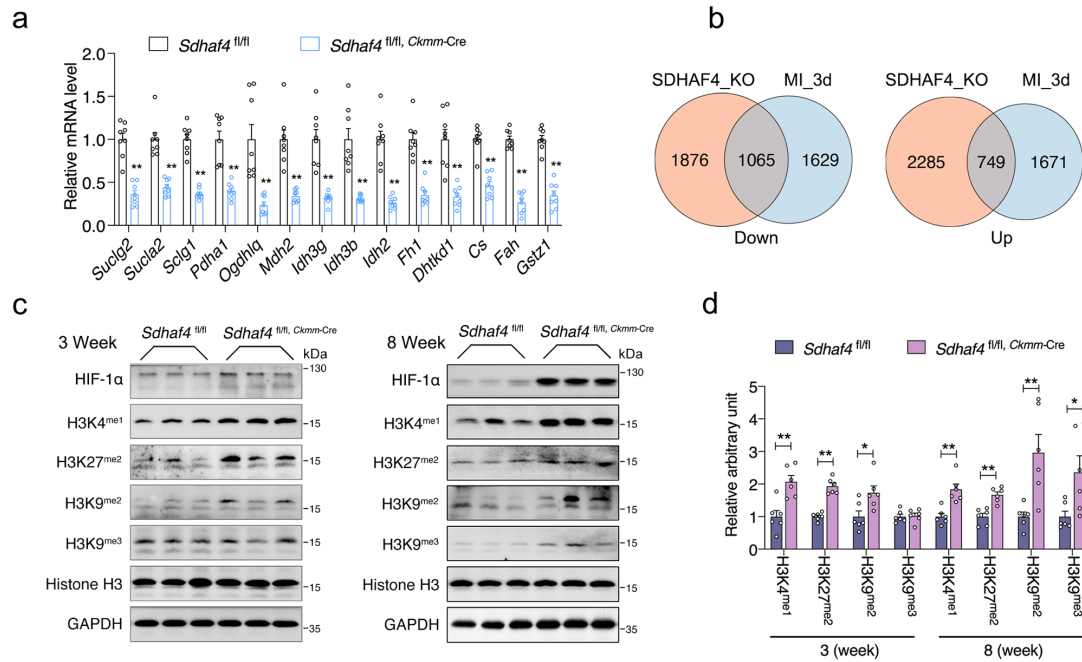

**Supplementary Figure 4. Cardiac loss of *Sdhaf4* induces dramatic alternations of gene expression.** **a**, qPCR analysis of mitochondrial metabolism associated genes in left ventricle of WT and *Sdhaf4* mutant (*Sdhaf4*<sup>fl/fl</sup>, *Ckmm-Cre*, KO), n=8,  $P < 0.0001$ . **b**, Venn diagram analysis of RNA expression pattern in the heart tissues of *Sdhaf4*-KO mice and day 3 MI mice. **c-d**, Immunoblots for histone methylation level of WT and muscle *Sdhaf4*-KO mice at the age of 3 and 8 weeks (**c**, representative blotting image; **d**, summary analysis of arbitrary unit, n=6,  $P = 0.002, 0.00001, 0.02, 0.001, 0.0006, 0.006, 0.02$ ). Values are mean  $\pm$  SEM, \* $P < 0.05$ , \*\* $P < 0.01$ . Statistical significance was determined by two-tailed Student's *t*-test (**a**, **d**). Source data are provided in Source Data file.

## Supplementary Figure 5

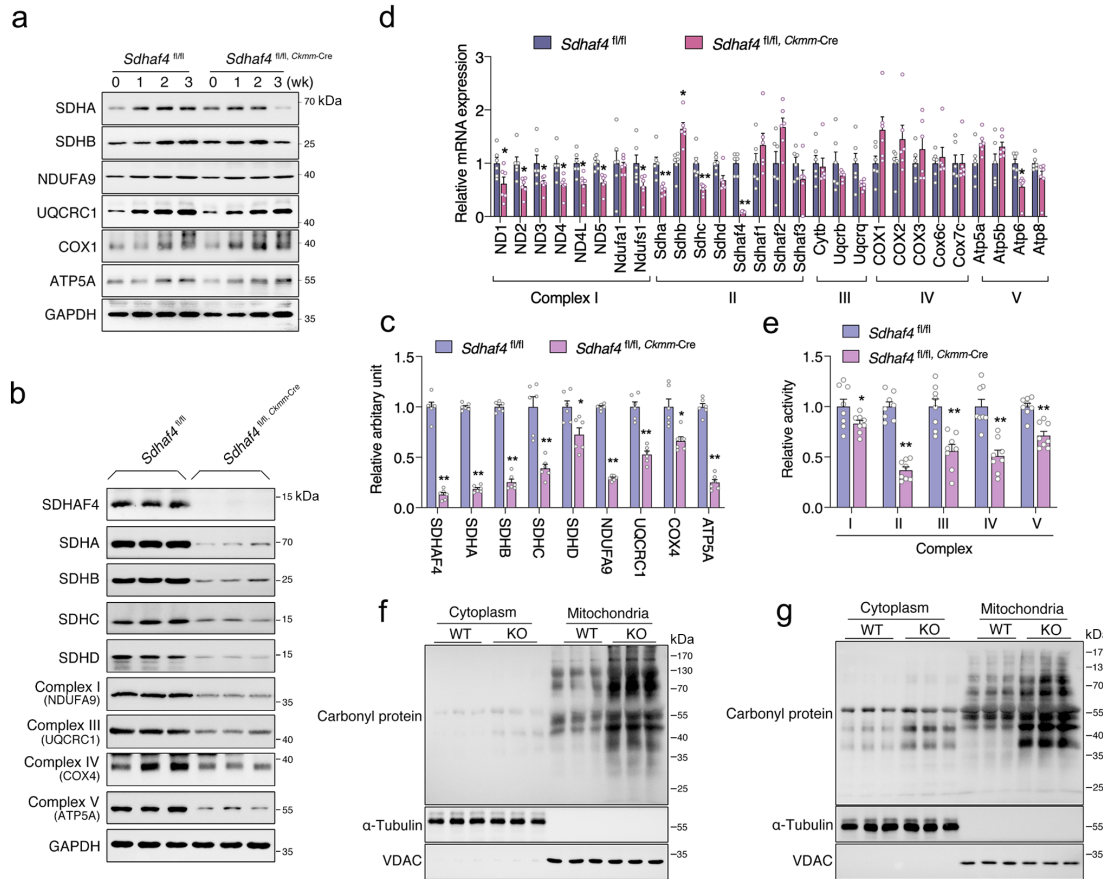

**Supplementary Figure 5. Loss of *Sdhaf4* disrupts complex II assembly and promotes mitochondrial dysfunction.** **a**, Immunoblots for mitochondrial complex subunits in left ventricles of WT and *Sdhaf4* mutant (*Sdhaf4*<sup>fl/fl</sup>, *Ckmm-Cre*, KO) at the postnatal age 1, 2, and 3 weeks respectively (n = 3 biologically independent mice per group). **b-c**, Immunoblots for SDHAF4 and mitochondrial complex subunits in left ventricles of WT and muscle *Sdhaf4*-KO mice at age of eight weeks, representative blotting images, (**b**), summary analysis of arbitrary unit (**c**,  $P < 0.0001$ ,  $P = 0.011$ ,  $P = 0.02$ ), n=6. **d**, mRNA levels of mitochondrial complex subunits in left ventricles of WT and muscle *Sdhaf4*-KO mice (n=6,  $P = 0.04$ ,  $P = 0.011$ ,  $P = 0.04$ ,  $P = 0.014$ ,  $P = 0.011$ ,  $P = 0.03$ ,  $P = 0.018$ ,  $P = 0.0014$ ,  $P = 0.012$ ,  $P = 0.0012$ ,  $P = 0.0001$ ,  $P = 0.04$ ). **e**, Analysis of complex activities of mitochondrion from left ventricles WT and muscle *Sdhaf4*-KO mice at age of eight weeks, n=6,  $P < 0.0001$ ,  $P = 0.04$ . **f-g**, Immunoblots for

carbonyl proteins of left ventricles from WT and muscle *Sdhaf4*-KO mice at age of three (f) and eight (g) weeks respectively (n = 3 biologically independent mice per group). Values are mean  $\pm$  SEM, \* $P$  < 0.05, \*\* $P$  < 0.01. Statistical significance was determined by two-tailed Student's *t*-test (c-e). Source data are provided in Source Data file.

## Supplementary Figure 6

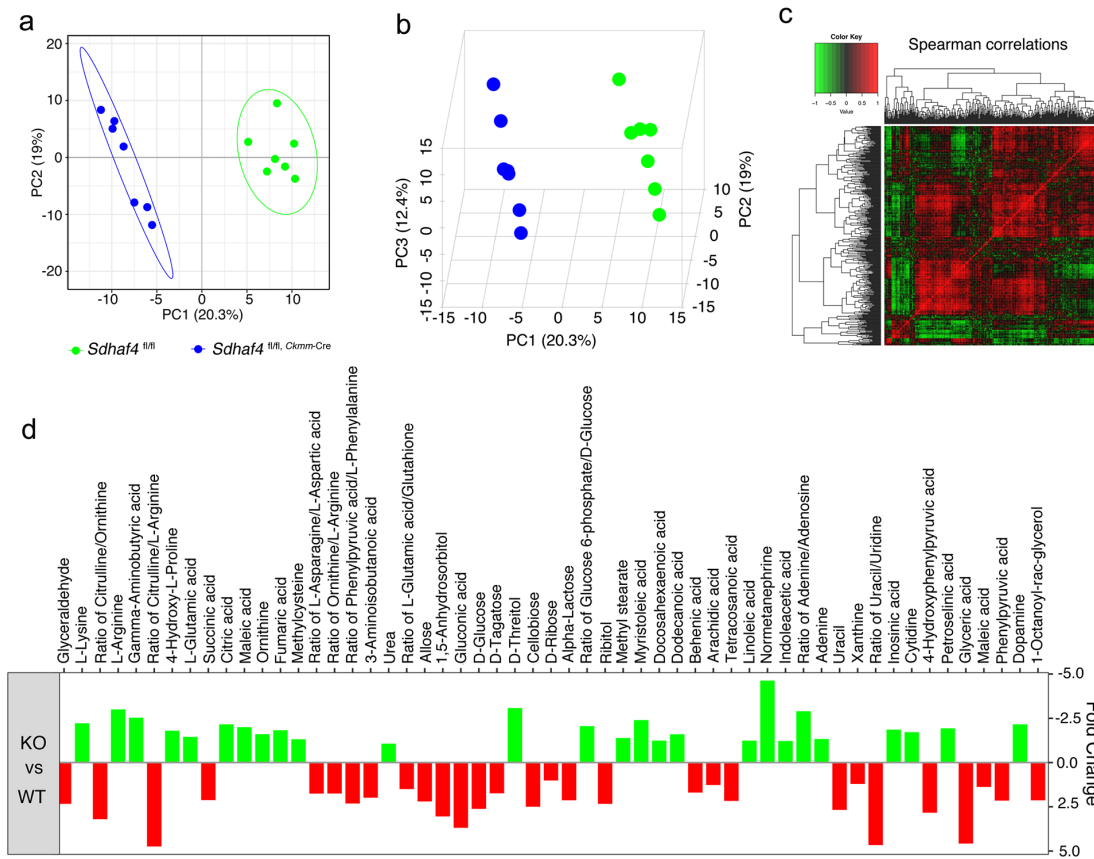

**Supplementary Figure 6. Metabolomics analysis for hearts.** The untargeted metabolomics profiling was performed with left ventricles of WT and muscle *Sdhaf4* mutant(*Sdhaf4*<sup>fl/fl, Ckmm-Cre</sup>) at age of 8 weeks. **a**, 2D PLS-DA scores plot revealing classifications of the samples, n=7. **b**, 3D PLS-DA scores plot revealing classifications of the samples, n=7. **c**, Pearson correlation map depicting the overall metabolite relations among samples, n=7. **d**, The differential metabolite profiles between groups, n=7.

**a**

|                        | shNC |   | shSDHAF4 |   |     |
|------------------------|------|---|----------|---|-----|
| U0126                  | -    | - | -        | + | kDa |
| p-ERK                  |      |   |          |   | ~40 |
| ERK                    |      |   |          |   | ~40 |
| p-DRP1 <sup>S616</sup> |      |   |          |   | ~70 |
| p-DRP1 <sup>S637</sup> |      |   |          |   | ~70 |
| DRP1                   |      |   |          |   | ~70 |
| LC3B                   |      |   |          |   | ~15 |
| GAPDH                  |      |   |          |   | ~35 |

**b**

Legend: □ shNC □ shSDHAF4 □ shSDHAF4+U0126

Relative arbitrary unit

p-ERK/ERK

p-DRP1<sup>S616</sup>/DRP1

p-DRP1<sup>S637</sup>/DRP1

LC3BII/GAPDH

**c**

|                        | <i>Sdhaf4</i> <sup>fl/fl</sup> |   | <i>Sdhaf4</i> <sup>fl/fl, Ckmm-Cre</sup> |   |     |
|------------------------|--------------------------------|---|------------------------------------------|---|-----|
| U0126                  | -                              | - | -                                        | + | kDa |
| p-ERK                  |                                |   |                                          |   | ~40 |
| ERK                    |                                |   |                                          |   | ~40 |
| p-DRP1 <sup>S616</sup> |                                |   |                                          |   | ~70 |
| p-DRP1 <sup>S637</sup> |                                |   |                                          |   | ~70 |
| DRP1                   |                                |   |                                          |   | ~70 |
| LC3B                   |                                |   |                                          |   | ~15 |
| GAPDH                  |                                |   |                                          |   | ~35 |

**d**

Legend: □ *Sdhaf4*<sup>fl/fl</sup> □ *Sdhaf4*<sup>fl/fl, Ckmm-Cre</sup> □ *Sdhaf4*<sup>fl/fl, Ckmm-Cre</sup> + U0126

Relative arbitrary unit

p-ERK/ERK

p-DRP1<sup>S616</sup>/DRP1

p-DRP1<sup>S637</sup>/DRP1

LC3BII/GAPDH

**Supplementary Figure 7. Loss of SDHAF4 promotes mitophagy via phosphorylation of ERK.**

**a-b**, Immunoblots for p-ERK, p-DRP1<sup>S616</sup>, p-DRP1<sup>S637</sup>, and LC3B in shSDHAF4 lentivirus infected H9c2 cells with or without U0126 treatment, representative blotting image (**a**), summary analysis of arbitrary unit (**b**,  $P < 0.0001$ ,  $P = 0.023$ ,  $0.03$ ),  $n = 4$ . **c-d**, Immunoblots for p-ERK, p-DRP1<sup>S616</sup>, p-DRP1<sup>S637</sup>, and LC3B for left ventricles of hearts from WT, *Sdhaf4* mutant (*Sdhaf4*<sup>fl/fl, Ckmm-Cre</sup>) with or without U0126 treatment for two weeks, representative blotting image (**c**), summary analysis of arbitrary unit (**d**,  $P < 0.0001$ ),  $n = 4$ . Values are mean  $\pm$  SEM,  $*P < 0.05$ ,  $**P < 0.01$ . Statistical significance was determined by two-tailed Student's *t*-test (**c-e**). Source data are provided in Source Data file.

## Supplementary Figure 8

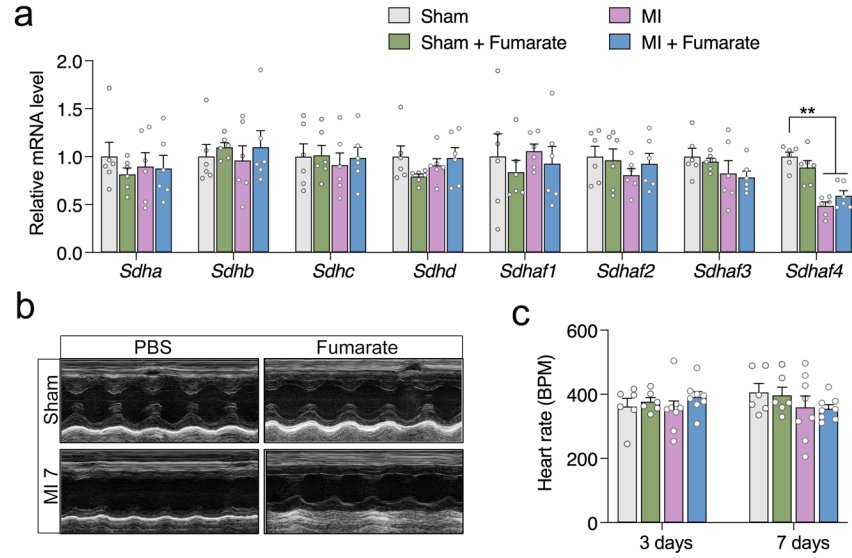

**Supplementary Figure 8. Fumarate supplement improves cardiac function in MI mice. a,** Relative expressions of *Sdhs* and *Sdhafs* in left ventricle of control and MI mice with or without fumarate supplement for 7 days,  $n=6$ ,  $P<0.0001$ . **b-c,** Heart function measurements of mice: representative M-mode echocardiography (**b**), heart rate (**c**) ( $n=6$  for Sham and Sham + Fumarate groups,  $n=8$  for MI and MI + Fumarate groups). Values are mean  $\pm$  SEM,  $*P<0.05$ ,  $**P<0.01$ . Statistical significance was determined by two-tailed Student's *t*-test (**c-e**). Source data are provided in Source Data file.

Uncropped blots for Supplementary Figure 4

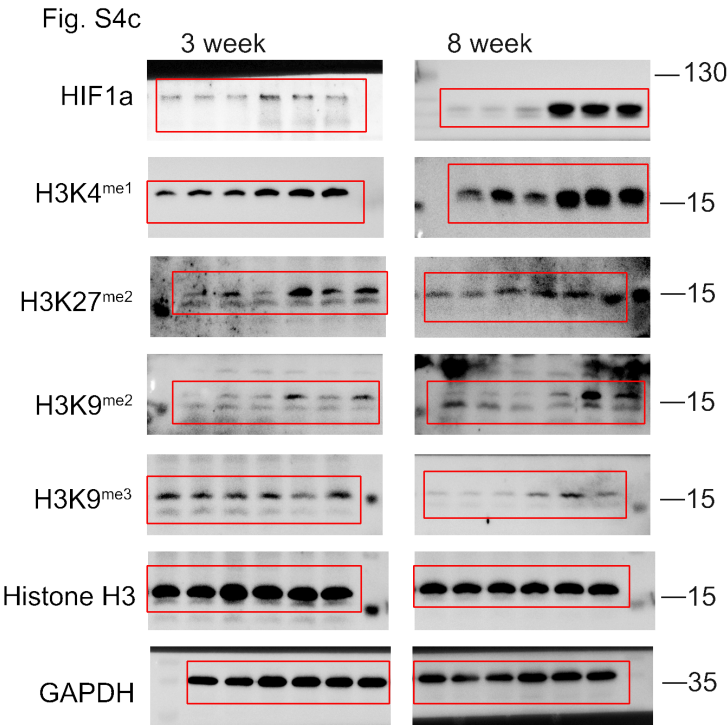

Uncropped blots for Supplementary Figure 5

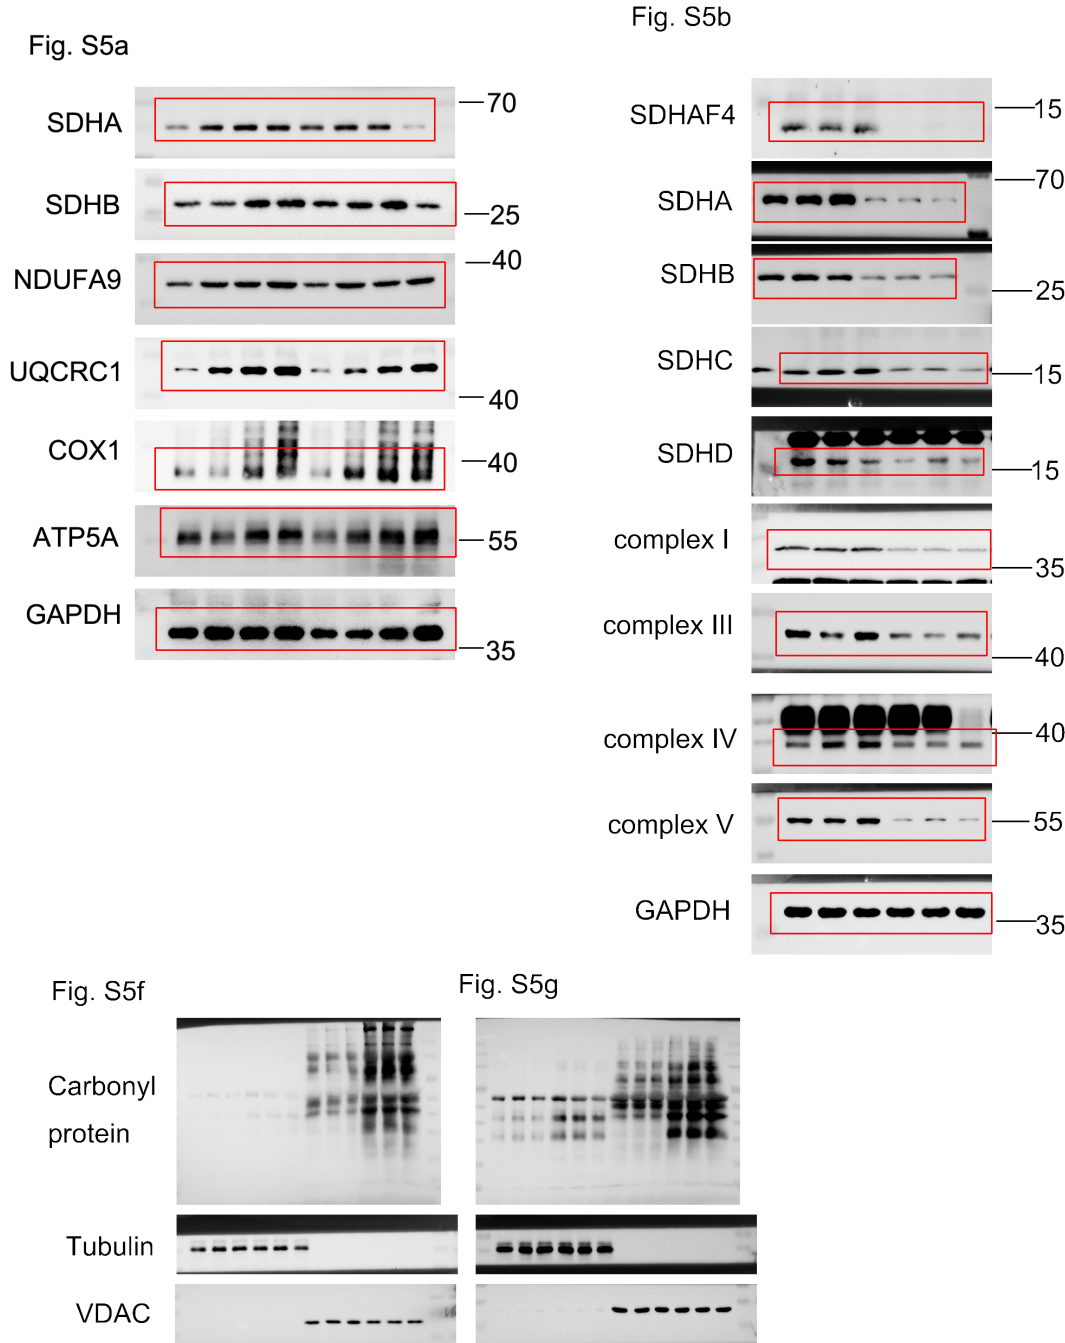

Uncropped blots for Supplementary Figure 7

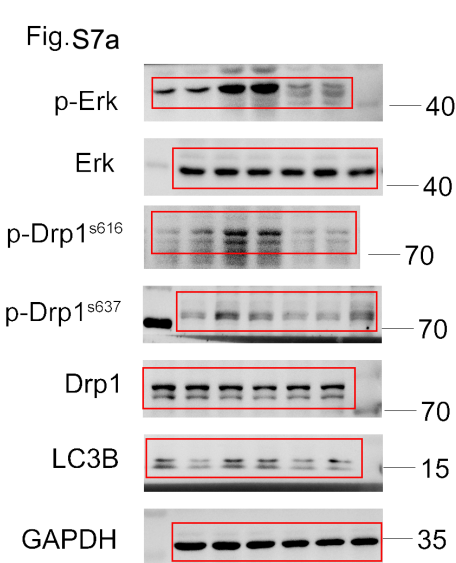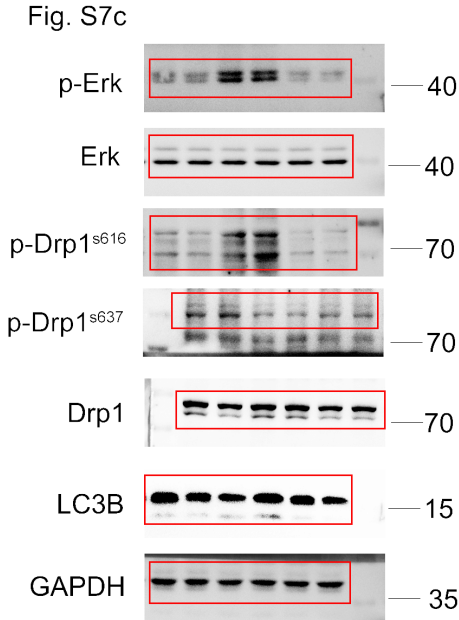

**Supplemental Table 1**

TCA cycle-related genes consistently downregulated in MI, DCM, and *Sdhaf4*-KO hearts

| Gene          | Description                                                                                                                                                                         |
|---------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <i>Cs</i>     | citrate synthase, mitochondrial precursor                                                                                                                                           |
| <i>Fh1</i>    | fumarate hydratase, mitochondrial precursor                                                                                                                                         |
| <i>Idh2</i>   | isocitrate dehydrogenase [NADP], mitochondrial                                                                                                                                      |
| <i>Idh3a</i>  | isocitrate dehydrogenase [NAD] subunit alpha                                                                                                                                        |
| <i>Idh3b</i>  | isocitrate dehydrogenase 3, beta subunit                                                                                                                                            |
| <i>Mdh2</i>   | malate dehydrogenase, mitochondrial precursor                                                                                                                                       |
| <i>Ogdhl</i>  | 2-oxoglutarate dehydrogenase-like                                                                                                                                                   |
| <i>Pdha1</i>  | pyruvate dehydrogenase E1 component subunit                                                                                                                                         |
| <i>Sucla2</i> | Mus musculus adult male cerebellum cDNA, RIKEN full-length enriched library, clone:1500017C15 product:succinate-Coenzyme A ligase, ADP-forming, beta subunit, full insert sequence. |
| <i>Suclg1</i> | succinyl-CoA ligase [GDP-forming] subunit alpha                                                                                                                                     |
| <i>Suclg2</i> | succinyl-CoA ligase [GDP-forming] subunit beta                                                                                                                                      |

# Supplementary material for: Cardiac disruption of SDHAF4-mediated mitochondrial complex II assembly promotes dilated cardiomyopathy
**Source:** Nat Commun. 2022 Jul 8;13:3947. doi: 10.1038/s41467-022-31548-1
**Supplement:** Supplementary file 4 — Description of Additional Supplementary Files

## Description of Additional Supplementary files

File name: Supplementary data 1

Description: All the primer sequences used in real-time PCR assay of this study.

File name: Supplementary data 2

Description: Raw data for metabolomics study. Metabolites in the study samples were annotated with mammalian metabolite database *JiaLib*<sup>TM</sup> using a strict matching algorithm incorporated in XploreMET software (Version 2.0) that used both retention times and fragmentation patterns in the mass spectrum. There are total of 363 metabolites detected, while only 135 metabolites annotated, the remaining unknowns that do not match the reference library.

How the deposited data were processed for this re-analysis (not part of the article)

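RNA-seq of the ventricular wall of 6 WT (Sdhaf4fl/fl) and 6 KO (Sdhaf4fl/fl with Ckmm-Cre) mice was analysed. Each library was assigned to its genotype and replicate from the sample labels, which match the design in the paper. The ages differ: the paper gives 6 weeks, its reporting summary 3 or 8 weeks for the omics work, and the labels 2 months.

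The authors purified poly-A mRNA, mapped the reads to a reference genome that the paper's text does not name, and deposited the number of reads that HTSeq counted on each gene as raw counts. The authors also deposited FPKM values per library, computed from the counts, the gene length and the library size, and FPKM means per group. The group means of counts scaled for library size by the authors are a signal that was not used here. The authors' log2 fold changes, p-values and adjusted p-values come from DESeq on the same counts. The identifiers (MGP_C57BL6NJ) place the table on the C57BL/6NJ assembly, and the paper gives the mice's background as C57BL/6J; what this difference does to the counts was not tested. The table has 43686 rows, of which 27883 had at least 1 count and 2590 are unannotated loci. It carries no row on chromosome Y, and of the mitochondrially encoded protein genes 1 row, without counts, so the sex of each library (male for the omics work by the reporting summary) and the mitochondrially encoded genes were not analysed here; unannotated loci that the table's own annotation describes as mitochondrial or as a mitochondrially encoded protein took 8.43% to 11.32% of the counts. The strand setting of the counting is not stated, so the change of a gene that overlaps another row, on either strand, is uncertain.

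Library totals were 23747014 to 27159228 counts in WT (median 25476732) and 26542930 to 31393393 in KO (median 29399085). Values under 1 CPM rest on few counts (Sprr1a was at or under 3 counts in every WT library), and intervals cover counting error only. A pair of replicates differed by at least 7.4 in chi-square per degree of freedom, so no pair was treated as 1 library.

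Counts were analysed in R 4.3.3 with edgeR 4.0.16: filterByExpr (17155 rows kept), TMM normalization, and the quasi-likelihood test with robust dispersions, with Benjamini-Hochberg adjustment over all rows kept. Standard errors were taken from the fold change and the F statistic. The thresholds were those of the methods, an adjusted p of 0.005 with a log2 fold change of 1, and an adjusted p of 0.05. Gene lists were tested with camera in limma 3.58.1 on log2 CPM (prior count 2) with a preset correlation of 0.01, adjusted over 9 lists, and with one-sided Fisher's exact tests against all rows tested. For every list, Fisher's exact test treats the genes as independent, so its p does not measure the spread between hearts. The lists stand in for KEGG pathways; apart from genes that the paper names, their members were written from general knowledge. The OxPhos list holds nuclear subunits. The reference at hand is of another assembly and gave the GC content per gene symbol and no coordinates.

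The gene lists, the main tests, the rule for the genes named in the text and the alternatives other than those given below as added were set before the data were examined. By that rule the genes named are those of the lists taken from the paper, the 5 largest rises and the 5 largest falls among rows past both thresholds with a mean of at least 5 CPM and no overlap of the groups, the 3 members with the smallest p in the direction of each list, and the ATF4 targets. The analysis was tested on simulated counts for 16668 genes with 200 changed: edgeR recovered 200 of 200 with 9 false calls.

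The alternatives were other normalizations (DESeq2 size factors, library size only, upper quartile), other tests (DESeq2 1.42.0, limma-voom, edgeR without robust dispersions, glmTreat), other filters on low counts, a block on the replicate number, each library left out in turn, camera with an estimated correlation, fry, and other FPKM minimums. Leaving out the mitochondrial loci and leaving out the unannotated loci were added after the data had been seen.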

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

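The tests on KO replicate 3 were chosen only after its values had been seen. The tests on the ATF4 targets were set before their own outcomes were known, but after the fold changes and list tests had been computed.

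In 18 of 212 groups of 6 values examined, 1 library stood far from the others (its gap to the nearest library, as a share of the range, above Dixon's 95% critical value), where chance alone gives about 10.6. Of these, 7 fell in KO replicate 3, and in all 7 it lay on the side of the WT hearts, for Myh6 above the WT mean of 16530: Mdh2 at 1059 CPM (other KO hearts 834 to 911), Pdha1 at 1424 (1136 to 1239), Ndufa5 at 334 (270.5 to 284), Ndufs6 at 275 (246 to 257), Vldlr at 528 (304 to 387), the unannotated locus Novel00549 at 4.17 (0.722 to 1.66) and Myh6 at 18628 (12502 to 14603). Whether the 7 genes vary independently between hearts was not tested. Over 1857 genes, those that passed both thresholds when KO replicate 3 was left out and were also tested with all 12 libraries, without Sdhaf4, this library lay a median fraction of 0.213 of the way from the other KO hearts to the WT hearts (quartiles 0.0247 and 0.439), whereas the medians of the other KO libraries were between -0.0568 and 0.00701. RNA of WT hearts mixed into this library would bring Sdhaf4 with it. The 95% interval of its Sdhaf4 share allows a fraction of at most 0.0131, far below 0.213, which argues against such a mixture. A less advanced cardiomyopathy in this mouse, another piece of the ventricular wall and a difference in handling stay open and were not tested. No measure of disease per heart other than transcripts was analysed here. KO replicate 3 was the lowest KO heart in Nppa (7399 CPM, others 10076 to 15655), Nppb (1209, others 1381 to 2185) and Acta1 (620, others 915 to 1921). It was not the lowest in Col1a1, Col3a1 or Myh7. These markers are themselves among the changed transcripts, so their values do not tell the open explanations apart. Without KO replicate 3, 949 genes were higher and 960 lower at an adjusted p under 0.005 with an absolute log2 fold change over 1, against 919 and 836 with it, and Myh6 was then lower in the KO hearts (log2 fold change -0.29, adjusted p = 0.00137).

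In KO replicate 6, Myh7 stood at 6708 CPM (other KO hearts 1239 to 2249) and Slc2a1 at 41.7 (21.6 to 27.9). The log2 fold change of Myh7 was 1.35 with this library and 0.78 without it, and that of Slc2a1 was 0.57 and 0.40. The spans of both overlap other rows. Neither a technical nor a biological explanation was tested for these values.

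The other 9 values were spread over libraries, with no more than 2 in any of them: Sdhaf4 at 2.73 CPM in KO replicate 1 (2.25 to 2.42 in the other KO hearts), Cth at 0.937 in KO replicate 2, Itgb3 at 5.55 in WT replicate 3, Rps2 at 816 and Atf5 at 66.5 in WT replicate 4, Sprr1a at 0.121 and Nupr1 at 7.93 in WT replicate 5, and Pfkp at 92.0 and Pycr1 at 1.72 in WT replicate 6. No explanation was tested for them.

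The paper does not report on the unannotated loci of the table. At an adjusted p under 0.005 with an absolute log2 fold change over 1, 148 of them were higher and 200 lower in the KO hearts. With all unannotated loci left out, an alternative added after the data had been seen, 763 rows were higher and 648 lower. Whether these loci are unannotated ends of neighbouring genes, copies of other genes or separate transcripts was not tested.

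A list of ATF4 targets, which the paper does not discuss, had a median log2 fold change of 0.57 over 24 genes tested, with 15 higher and 4 lower at an adjusted p under 0.05 (camera adjusted p = 0.00171, fry 5.86e-08, 0.0420 with an estimated correlation, one-sided Fisher's exact test for the higher genes 0.000442). Of the 24 genes, 8 are also in another list and 19 had a mean of at least 1 CPM in the WT hearts. Mthfd1l (3.01), Mthfd2 (2.71), Gdf15 (2.23), Nupr1 (2.05), Pycr1 (1.65), Asns (1.39), Aldh18a1 (1.35), Phgdh (1.05), Ddit3 (0.95), Slc3a2 (0.71), Slc7a5 (0.61), Ddit4 (0.57), Psph (0.56), Sesn2 (0.37) and Atf4 itself (0.32) rose on the log2 scale, although the calls of Ddit4 (adjusted p = 0.0401 from edgeR) and Sesn2 (0.0309) were lost in 7 and 4 of the 12 fits that each left out 1 library. Cth (-2.15), Atf3 (-1.70), Vldlr (-0.90) and Shmt2 (-0.25) fell, and Psat1, Chac1, Trib3, Atf5 and Slc7a11 did not pass; Trib3 passed without KO replicate 1 (0.0242) and Atf5 without WT replicate 4 (0.00933). The spans of Ddit3, Shmt2 and Atf5 overlap Mars, Ndufa4l2 and Il4i1, and that of Psph an unnamed row, so the size of their change is uncertain. A split of the hearts unrelated to genotype is argued against, as 1 of 100 splits, the real one, gave a camera p as small. Trends on gene length and GC content (adjusted p = 0.00186 once removed) are argued against as the whole cause. Leaving out the 20 most abundant rows (adjusted p = 0.00168 without them) hardly moved the list, so it decides nothing about them. A change in the cell types of the KO hearts stays open for this list, and an ATF4 response to the loss of Sdhaf4 is a hypothesis that may explain the rise, found and tested on the same hearts.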

How the results depend on the processing

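The tests in this part were set before their own outcomes were known, but after the fold changes and list tests had been computed, except the alternatives given as added and the counts over splits with 3 hearts of each genotype, which were chosen after the splits had been seen.

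The numbers of higher and lower genes at both thresholds stayed within 1.5 times their values under DESeq2 size factors, library size only, upper-quartile normalization, DESeq2, limma-voom, edgeR without robust dispersions, no filter on low counts and the block on the replicate number. With at least 10 counts required in every library, 551 genes were lower at an adjusted p under 0.005 with a log2 fold change under -1, against 836, and 639 were higher, against 919; this filter tests fewer genes (14774) and removes genes near 0 in 1 group. The test of the fold change itself (glmTreat) gave 297 higher and 291 lower, as it asks for evidence that the change exceeds 1 on the log2 scale. With each library left out in turn, the counts at this threshold ran from 875 to 949 higher and from 797 to 960 lower, and at an adjusted p under 0.05 from 4087 to 4401 higher and from 4162 to 4602 lower. Of the normalizations, upper quartile moved the median of all genes most, by -0.0099 on the log2 scale.

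The replicate numbers are shared between the groups, but neither the paper nor the labels say that a number marks a litter or a batch. Same-numbered libraries showed no strong shared deviation (correlations of their deviations from -0.162 to 0.0243), which cannot exclude a shared litter or batch with a small effect. With the replicate block, 839 genes were higher and 804 lower at the stricter threshold and 4123 and 4110 at the other, and no list changed its call.

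Under camera with an estimated correlation, 6 lists no longer passed an adjusted p of 0.05: TCA cycle (0.185), nuclear OxPhos subunits (0.185), fatty acid degradation (0.126), branched-chain amino acid degradation (0.0770), cytosolic ribosomal proteins (0.559) and ECM-receptor interaction (0.205). This alternative widens the error of a list whose members vary together between hearts of the same genotype. Under fry the cytosolic ribosomal proteins no longer passed (0.0756); the cause was not tested. HIF-1 signaling and the ATF4 targets passed under both, and biosynthesis of amino acids under neither, although its members were overrepresented among the lower genes (one-sided Fisher's exact test, adjusted p = 0.00135). The 9 lists kept their direction and call under DESeq2 size factors, library size only, at least 10 counts in every library, the replicate block, each library left out in turn, and, as alternatives added after the data had been seen, with the mitochondrial loci or the unannotated loci left out. Across the fits that each left out 1 library, the adjusted p of the TCA cycle ran from 2.22e-06 to 4.27e-05 and that of HIF-1 signaling from 0.00014 to 0.000462. The share of members called was recomputed for HIF-1 signaling, ECM-receptor interaction and biosynthesis of amino acids among the higher genes and for the TCA cycle, the nuclear OxPhos subunits, fatty acid degradation, branched-chain amino acid degradation, the cytosolic ribosomal proteins and biosynthesis of amino acids among the lower genes. These 9 shares stayed within 1.5 times under the other normalizations, DESeq2, limma-voom, edgeR without robust dispersions, the other filters on low counts, the replicate block, each library left out in turn and the added alternatives; they were not computed with glmTreat, and the share of the ATF4 targets and those in the other directions were not recomputed.

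Of 100 splits of the 12 hearts into 6 and 6, the real one included, 1 gave as many genes at an adjusted p under 0.005 with an absolute log2 fold change over 1, and 1 gave as many at an adjusted p under 0.05; the other 99 reached at most 1 and 2490 genes. For the lists, the splits with a camera p as small numbered 9 for the TCA cycle, 2 for the nuclear OxPhos subunits, 1 for HIF-1 signaling, 1 for fatty acid degradation, 1 for branched-chain amino acid degradation, 19 for ECM-receptor interaction, 42 for the cytosolic ribosomal proteins, 41 for biosynthesis of amino acids and 1 for the ATF4 targets. Of the 100 splits, 47 held 3 hearts of each genotype in either group, and the others carry a part of the difference between the genotypes. Among these 47, a camera p as small came in 0 splits for the TCA cycle, whose smallest p there was 0.00407, in 5 for ECM-receptor interaction, in 22 for the ribosomal proteins and in 17 for biosynthesis of amino acids, and in 0 for the other 5 lists. An unadjusted camera p under 0.05 came in 10 of these 47 splits for the TCA cycle and in 26 for the nuclear OxPhos subunits. It came in 31 for the cytosolic ribosomal proteins and in 19 for ECM-receptor interaction. For these lists camera's p with the preset correlation overstates how far they stand apart. Such a p came in 6 splits for fatty acid degradation, 3 for branched-chain amino acid degradation and 1 for HIF-1 signaling. It came in 0 for biosynthesis of amino acids and for the ATF4 targets. With every library thinned to 23747014 counts, 1739 genes passed the stricter threshold and 8644 the other, so the greater depth of the KO libraries is argued against as the cause of these numbers.

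With each library's trends on gene length and GC content removed, the adjusted p was 0.000164 for the TCA cycle, 2.41e-09 for the nuclear OxPhos subunits, 0.000783 for HIF-1 signaling, 5.16e-07 for fatty acid degradation, 1.78e-11 for branched-chain amino acid degradation and 1.12e-05 for ECM-receptor interaction, whereas it was 0.987 for the cytosolic ribosomal proteins, whose shift is accounted for by these trends. Without the 20 most abundant rows, the adjusted p was 1.68e-05, 7.92e-17, 0.000462, 7.07e-08, 1.97e-13 and 4.53e-07 for the same 6 lists and 0.00168 for the ribosomal proteins. This moved the median of no list by more than 0.00473 on the log2 scale, so it says nothing for or against these rows as a cause.

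Among 103 named genes, upper-quartile normalization weakened 3 calls, no filter on low counts 3 and the replicate block 4, and the fits that each left out 1 library between 1 and 5. The call of Myh6 moved most, from an adjusted p of 0.0838 to 0.00137 without KO replicate 3. The direction reversed for genes whose log2 fold change was not told apart from 0. Nrf1 (0.01 on the log2 scale) was at -0.00202 under upper-quartile normalization and at -0.00164 without the unannotated loci, and Opa1 (-0.00403) at 0.000685 with at least 10 counts in every library. With each library left out in turn, the log2 fold change ran from -0.0466 to 0.0441 for Nrf1, from -0.0409 to 0.0191 for Opa1, from -0.0572 to 0.0243 for Sdhaf1, from -0.184 to 0.0435 for Psat1, from -0.168 to 0.0529 for Ppargc1a and from -0.186 to 0.335 for Chac1. The cause was not tested. With a mean FPKM over 0.1 in place of 1, 1073 genes were expressed in the KO hearts alone, against 607, as a lower minimum admits more genes.

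Leaving out the annotated mitochondrially encoded genes was not run, as the single such row of the table, mt-Nd6, has no counts. With the unannotated loci described as mitochondrial left out instead, an alternative added after the data had been seen, 909 genes were higher and 849 lower at the stricter threshold and 4301 and 4443 at the other. Ddx3y as a covariate was not run, as the table has no row for it.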

Differences from the paper's values

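The rich factor of HIF-1 signaling among the higher genes was 0.558 here, the share of the list's tested members that were higher, against the paper's value of about 0.87 in Supplementary Fig. 3f, read by eye. None of the alternatives set before the data were examined closed the gap.

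For biosynthesis of amino acids among the higher genes, the share was 0.333, against the paper's value of about 0.90 in Supplementary Fig. 3f, read by eye, and none of the alternatives set before the data were examined closed the gap.

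For the OxPhos pathway among the lower genes, the share was 0.923, against the paper's value of about 0.60 in Supplementary Fig. 3e, read by eye, and again none of the alternatives set before the data were examined closed the gap. The list used here holds nuclear subunits, and all the lists were written from general knowledge.

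The paper lists Idh3a among the TCA cycle-related genes that are lower in the mutant hearts. Its log2 fold change was -0.13 here with an adjusted p of 0.0664 over all rows. It passed with DESeq2 (0.0328), with library size only (0.0431), with limma-voom (0.0491), without WT replicate 5 (0.0477), without KO replicate 3 (0.0109) and, as an alternative added after the data had been seen, without the unannotated loci (0.0495). The stated numbers of higher and lower genes in the paper's text, 1117 and 1035, lie within 1.5 times of the 919 and 836 found here, but the thresholds differ. In the authors' deposited table 1117 and 1035 come at an adjusted p under 0.01. At the 0.005 used here that table gives 1058 and 983.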

Other observations

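The tests on Sdhaf4 in WT replicate 6, and the comparison of the rich factors of Supplementary Fig. 3f with the authors' deposited table, were chosen only after the values had been seen. The other tests were set before their own outcomes were known, but after the fold changes and list tests had been computed.

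Sdhaf4 in WT replicate 6 was noticed by eye. It stood at 14.3 CPM, against 24.1 to 30.3 in the other WT hearts, although its gap did not exceed the criterion used for single libraries. The upper end of its 95% interval, 16.2 CPM with the total count as the only scaling, lies below the lowest other WT library at 24.5, which argues against counting error. In Sdhaf4 this library lay a fraction of 0.525 of the way to the KO hearts, but over 1727 other genes, those that passed both thresholds when WT replicate 6 was left out and were also tested with all 12 libraries, the median fraction was 0.0534, and in 6% of them it lay nearer to the KO mean, against 3.5% to 6.4% for the other WT libraries. A mixture with KO RNA or a mislabelled KO heart is argued against by these values. A lower level of Sdhaf4 in this mouse stays open, and no biological explanation was tested.

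Gapdh and its copies take up 50 rows of the table. The test as first stated asked whether most of these rows were higher in the KO hearts and whether they outnumbered the other higher members of HIF-1 signaling. It was met in part: 49 rows were higher, and the other higher members numbered 53, so on this count alone reads shared between the copies and a list-wide rise cannot be told apart as the source of the pathway's rank. The authors' deposited table was examined afterwards, with the KEGG orthology number of Gapdh as the definition of a copy, also chosen after the values had been seen. In the authors' deposited table 44 of 106 listed members of HIF-1 signaling were higher, a share of 0.415, and 50 Gapdh rows were higher; added to the higher genes but not to the members of the list, these rows give 0.887. For biosynthesis of amino acids, 17 of 71 members gave 0.239, and 0.944 with the Gapdh rows added in that way. With the Gapdh rows counted among the members as well, the shares were 0.603 and 0.554, and for HIF-1 signaling with the calls of edgeR 70.8%, short of the values that Supplementary Fig. 3f shows, read by eye. ECM-receptor interaction, which has no Gapdh, gave 0.548 without any such addition. The paper does not say which genes its rich factor is divided by, and the lists only stand in for KEGG, so whether the Gapdh rows account for the height of these 2 pathways in Supplementary Fig. 3f stays open. The test of the HIF-1 list itself left Gapdh out and still showed a rise.

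A lower share of cardiomyocytes in the KO hearts could lower OxPhos transcripts and raise those of the matrix. The markers of other cell types did not rise alike: fibroblast markers rose by 1.27 on the log2 scale (standard error 0.15), endothelial markers by 0.16 (0.04), macrophage markers stayed near 0 (0.00294, standard error 0.10) and smooth muscle and pericyte markers were at -0.16 (0.13). Fibroblast and smooth muscle markers differed by 1.43 (standard error 0.15, two-sided exact permutation p = 0.00217). They were taken as the highest and the lowest of these cell types, and the p does not allow for that choice. The smooth muscle and pericyte markers did not move together, with 3 of 9 higher and 3 lower at an adjusted p under 0.05. The far smaller rise of the endothelial markers still argues against a plain loss of cardiomyocytes as the cause of the rise in ECM-receptor interaction. It leaves more fibroblasts, or more active ones, open. Of the 10 fibroblast markers, 3 are also in another list, and all 10 had at least 1 CPM in the WT hearts. For the OxPhos list the outcome was between the 2 stated in advance. How to read that outcome was settled after its value had been seen. The cardiomyocyte markers fell by 0.29, and the list fell further by a difference of -0.12 (standard error 0.05, two-sided exact permutation p = 0.0476), so a part of its fall that comes from a changed cell share cannot be told apart from a change within cardiomyocytes with whole-tissue RNA. Of the remaining lists, atrial markers were at 1.27, skeletal muscle markers at -1.07 and erythroid markers at 0.27 (standard errors 0.10, 0.25 and 0.44). The atrial value is a mean over 4 genes whose log2 fold changes ran from -2.055 to 5.65, with a median of 0.71. Of these genes, 1 is also in another list.

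Genes near Sdhaf4 were compared with the other autosomal genes, since a floxed allele can bring a stretch of another strain's chromosome with it. Within 10 Mb of Sdhaf4 on chromosome 1, 11 of 37 genes (29.7%) had an adjusted p under 0.005, against 35.8% of the others (one-sided Fisher's exact test, p = 0.825). As the WT and the KO mice both carry the floxed alleles, such a stretch would be present in both groups, and this comparison cannot tell whether one was carried along with the allele.

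The paper measured the mRNA of the SDH subunits by qPCR in other samples and found no change. Its legend does not give the age of those mice, and its text reports the result beside protein loss at an early postnatal age. For mRNA of mitochondrial complex subunits, a supplementary legend lists significant p-values beside data from older mice, without naming the subunits. A difference in age therefore cannot be told apart from a disagreement with the RNA-seq hearts. In the RNA-seq hearts Sdha (log2 fold change -0.46, adjusted p = 7.21e-06), Sdhb (-0.43, 6.64e-06) and Sdhc (-0.36, 8.04e-06) were lower and Sdhd did not differ (-0.05, 0.402), all from edgeR's quasi-likelihood test. Among the assembly factors, Sdhaf3 was lower (-0.31, 0.00807), Sdhaf2 higher (0.15, 0.0382, a call lost in 8 of the 12 fits that each left out 1 library) and Sdhaf1, whose span overlaps E130208F15Rik, at -0.01. The 14 genes that the paper measured by qPCR in other samples (Supplementary Fig. 4a) were all lower in the RNA-seq hearts at an adjusted p under 0.05, from -0.29 for Idh3g to -2.35 for Fah on the log2 scale, with Dhtkd1 at -1.36. The paper presents them as representative of pathways that were lower in these same hearts, so their shared direction here is not independent evidence.

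The paper states that regulators of mitochondrial biogenesis were reduced in the mutant mice (Fig. 6l, m, other samples). In the RNA-seq hearts, Ppargc1a (log2 fold change -0.03, adjusted p = 0.891), Nrf1 (0.01, 0.943) and Tfam (0.10, 0.158) did not differ at an adjusted p under 0.05 from edgeR.

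Of the cardiomyopathy markers that the paper measured at 4 weeks (Fig. 3e), Nppa (5.65, in a span shared with another row), Acta1 (2.78), Nppb (2.56), Col1a1 (1.88), Col3a1 (1.43) and Myh7 (1.35, or 0.78 without KO replicate 6, in a span shared with other rows) were higher on the log2 scale in the RNA-seq hearts, Acta2 was lower (-0.44, adjusted p = 0.0272, a call lost in 4 of the 12 fits that each left out 1 library) and Myh6 did not pass (-0.20, adjusted p = 0.0838). Of 12 arginine biosynthesis genes tested, 2 were higher and 6 lower, with a median log2 fold change of -0.04. Of the genes of mitochondrial dynamics, Dnm1l, which encodes Drp1, was higher (0.36, adjusted p = 1.18e-05), as was Mfn2 (0.17, adjusted p = 0.0349, a call lost in 6 of the 12 fits that each left out 1 library), Mfn1 was lower (-0.30, adjusted p = 8.84e-05), and Fis1 (0.12) and Opa1 (-0.00403) did not pass.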
